# Loss of MAX results in meiotic entry in mouse embryonic and germline stem cells

**DOI:** 10.1038/ncomms11056

**Published:** 2016-03-30

**Authors:** Ayumu Suzuki, Masataka Hirasaki, Tomoaki Hishida, Jun Wu, Daiji Okamura, Atsushi Ueda, Masazumi Nishimoto, Yutaka Nakachi, Yosuke Mizuno, Yasushi Okazaki, Yasuhisa Matsui, Juan Carlos Izpisua Belmonte, Akihiko Okuda

## Abstract

Meiosis is a unique process that allows the generation of reproductive cells. It remains largely unknown how meiosis is initiated in germ cells and why non-germline cells do not undergo meiosis. We previously demonstrated that knockdown of *Max* expression, a gene encoding a partner of MYC family proteins, strongly activates expression of germ cell-related genes in ESCs. Here we find that complete ablation of *Max* expression in ESCs results in profound cytological changes reminiscent of cells undergoing meiotic cell division. Furthermore, our analyses uncovers that *Max* expression is transiently attenuated in germ cells undergoing meiosis *in vivo* and its forced reduction induces meiosis-like cytological changes in cultured germline stem cells. Mechanistically, *Max* depletion alterations are, in part, due to impairment of the function of an atypical PRC1 complex (PRC1.6), in which MAX is one of the components. Our data highlight MAX as a new regulator of meiotic onset.

## Abstract (web summary)

The mechanisms that trigger meiosis in germ cells and halt this process in non-germline cells are unclear. Here, the authors show that knockout of *Max* in embryonic stem cells results in meiotic onset in a mechanism that involves the PRC1 complex.

Meiosis is a specialized cell division process that produces gametes with a haploid genome^1^. Up to date, several reports have demonstrated significant conservation among species in the molecular basis underlying meiosis^2^. However, the molecular mechanisms that allow switching from mitotic to meiotic cell division in germ cells do not appear to be conserved across species or even between sexes within the same species. *Stra8*, whose expression is upregulated by retinoic acid (RA), has been shown to play crucial roles in premeiotic DNA replication^3^,^4^,^5^,^6^ and constitutes a physiological and crucial regulator of the initiation of meiosis in both sexes^7^,^8^,^9^,^10^. In addition to the RA–*Stra8* signalling pathway, it is plausible that unknown negative regulator of meiosis may prevent its premature entry in germ cells or ectopic induction in non-germ cells.

Recently, we demonstrated that knockdown of expression of the *Max* gene, encoding an indispensable partner for transcription factor c-MYC in embryonic stem cells (ESCs), leads to strong induction of germ cell-related gene expressions^11^. Notably, loss of *Max* expression in ESCs does not significantly alter the expression levels of primordial germ cell (PGC) specification genes such as *Blimp1* and *Stella* (also known as *Prdm1* and *Dppa3*, respectively), but rather selectively upregulates expression of genes related to meiotic cell division^11^. This preferential expression of meiosis-related genes in *Max* knockdown ESCs prompted us to explore the possibility that MAX might be part of the mechanism that safeguards meiosis by controlling the physiological timing of meiosis onset and preventing ectopic meiosis.

In this study, we found that *Max* depletion in ESCs not only upregulated the expression of meiosis-related genes but also induced the cytological changes reminiscent of germ cells at leptotene and zygotene stages of meiosis. Furthermore, our data revealed that these cytological changes even occurred in ESCs cultured in stringent 2i condition that renders ESCs refractory to cellular differentiation. This implies a direct conversion of *Max*-null ESCs to a meiosis-like state bypassing PGC differentiation. Moreover, we demonstrated that *Stra8*, but not *Blimp1*, was required for these cytological changes. Our analyses revealed that the *Max* gene undergoes a strong decline in expression during physiological meiosis in both male and female germs cells. Forced reduction of *Max* expression levels in germline stem cells (GSCs)^12^,^13^ by lentivirus-mediated knockdown induced meiosis-like cytological changes. Our findings in *Max*-null ESCs may reflect a physiological role for MAX during *in vivo* meiosis. *Max*-null ESCs may serve as a useful *in vitro* tool for studying the molecular mechanisms governing mitotic versus meiotic cell divisions. Mechanistically, our data indicate that these cytological changes are the result of loss of function of a variant PRC1 complex (PRC1.6) in which MAX is a component^14^,^15^.

## Results

### Induction of meiosis-related genes in *Max*-null ESCs

Our previous RNA interference screen uncovered *Max* as a strong suppressor of the expression of germ cell-related genes such as *Ddx4* (also known as *Mvh*, mouse Vasa homologue) and *Dazl*, in ESCs^11^. Owing to residual *Max* expression in knockdown experiments, we hypothesized that *Max* knockout may elicit more profound effects. We first analysed our *Max*-null ESC transcriptome data set (GSE27881) reported previously. In these cells, the endogenous *Max* gene was homozygously disrupted, and doxycycline (Dox)-regulatable expression of MAX was introduced using the tetracycline-off system^16^. 

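In *Max*-null ESCs grown with leukaemia inhibitory factor (LIF) and serum, 2150 of 45037 probe sets rose and 1879 fell with days of doxycycline (Dox) at an adjusted p under 0.05 from limma, and 10846 had an unadjusted p under 0.05. *Max*-null ESCs are mouse embryonic stem cells whose endogenous *Max* gene is disrupted and which live on a *Max* cDNA that Dox, at 1 µg/ml, switches off. Among genes, each read from 1 probe set, the steepest rises were those of *Gm7969* (0.96 per day on the log2 scale), *Dazl*, *9530059O14Rik*, *Taf7l* and *Stra8* (a second probe set of *Zfp352* rose by 1.02), and the steepest falls those of *2010204K13Rik*, which fell by 0.52 per day, the keratin gene *Krt17*, which fell by 0.51, and the noncoding RNA gene *Dancr*, which fell by 0.48. The probe set of *Max* itself was 0.773-fold the untreated value at 4 d and 1.37-fold at 8 d (adjusted p = 0.785 from limma). Whether it lies in the disrupted part of the gene or in the cDNA is not given in the sources used here, so it checks nothing. RNA was measured on 8 Affymetrix expression arrays. One set held an untreated array with Dox 1, 2, 3 and 4 d, the other a second untreated array with Dox 6 and 8 d, with 1 array per Dox time. Nothing in the sources used here says that both untreated arrays came from separate cultures, so p-values measure only the spread between these arrays, which may be technical. The authors subtracted the background and normalized by robust multi-array analysis (RMA), and the deposited values are on the log2 scale, with array medians from 5.26 to 5.33. Whether both sets were normalized together is not given in the sources used here. From these values, a slope per day of Dox was fitted to each probe set with the array set as a covariate, and each fold was taken against the untreated array of the same set. The annotation paired 34945 probe sets with 1 gene symbol, 932 with several and left 9160 unnamed. A gene was read from the probe set that the paper gives for it, otherwise from its brightest one with 1 symbol. The 3′ probe set of beta-actin, whose excess over the 5′ one grows as RNA shortens, was 0.41 higher (log2) on the first untreated array, 0.52 to 0.56 higher at 1 to 4 d, 0.88 on the second untreated array, 1.46 at 6 d and 1.22 at 8 d. Leaving out the 3 d array gave 1525 probe sets that rose and 1244 that fell, leaving out 4 d gave 1120 and 820, and leaving out 6 d gave 1416 and 1121. Leaving out the second untreated array, which leaves 6 and 8 d with no untreated array of their set, gave 0 of either from limma and 6139 at an unadjusted p under 0.05.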

Consistent with our hypothesis, expression levels of many germ cell-related genes were elevated in *Max*-null ESCs, of which most are meiosis-related (Fig. 1a,b and Supplementary Fig. 1). 

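Of the 20 germline genes that the paper names in Fig. 1a, 18 rose with days of Dox and none fell (20 rose when adjusted over the list alone). The authors chose this list on these arrays, so it is not independent evidence of its direction. Its median fold over the untreated array was 10.9 at 3 d, 21.4 at 6 d and 20.3 at 8 d. *Stra8*, which is needed for entry into meiosis, rose by 0.82 per day on the log2 scale (standard error 0.10, adjusted p = 0.00363 from limma), and *Dazl*, which encodes a germ cell RNA-binding protein, by 0.86 (standard error 0.14, adjusted p = 0.00845). At 8 d the synaptonemal complex genes *Sycp1* and *Sycp2* were 21.0-fold and 24.5-fold higher, and *Taf7l*, a germ cell paralogue of a general transcription factor subunit, was 37.6-fold higher. *Mov10l1*, a helicase of piRNA production, was 19.6-fold and *Tex15* 21.7-fold higher, and all 5 passed the test (adjusted p from 0.00595 to 0.0125). Against the first untreated array *Sycp1* was 39.0-fold, *Sycp2* 30.3-fold, *Taf7l* 38.6-fold, *Mov10l1* 15.9-fold and *Tex15* 37.9-fold higher at 8 d. *Ddx4*, the mouse *Vasa* homologue, rose by 0.55 per day (adjusted p = 0.0315 from limma). *Hormad1* and *Sycp3*, which encode proteins of meiotic chromosome axes, did not pass, with slopes of 0.62 and 0.38 and adjusted p of 0.0561 and 0.0968 from limma. Camera on the limma fit set the list apart from other genes (adjusted p = 1.02e-16 with a preset correlation, and adjusted p = 0.288 with an estimated correlation). When the second untreated array was left out, limma called 0 of the 20 genes, although all 20 had an unadjusted p under 0.05. Without the first untreated, 1, 3, 4 or 6 d array 16, 15, 14, 13 and 14 of them rose. *Stk31* and *Tdrd9* kept their call only without 2 d or 8 d, *Tex11* only without those or the first untreated array, *Ddx4* lost its own without 3, 4 or 6 d (adjusted p up to 0.289 over all the arrays left out) and *Slc25a31* without 4 d, and without the 8 d array *Hormad1* and *Sycp3* passed.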

Some of the meiotic genes, such as *Stra8* and *Dazl*, showed progressive increase in the expression levels following Dox treatment, while expression of others, such as *Hormad1* and *Stk31*, peaked at around day 4 and abruptly dropped thereafter. However, it is unknown whether the latter expression dynamics are caused by a negative feedback loop of regulation of these meiotic genes or simply a consequence of extensive cell death phenotype associated with meiotic-like *Max*-null ESCs. 

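*Stra8* was 29.1-fold the untreated value at 4 d, 38.9-fold at 6 d and 45.4-fold at 8 d, and *Dazl* was 49.2-fold, 43.2-fold and 41.2-fold. A second probe set of *Dazl*, whose values on the untreated arrays differed 0.995-fold, gave 38.7-fold, 47.8-fold and 42.8-fold. *Hormad1* stood at 56.2-fold at 4 d, 12.8-fold at 6 d and 8.16-fold at 8 d, and *Stk31*, a Tudor-domain kinase gene of germ cells, at 47.4-fold, 16.2-fold and 8.69-fold. *Tex11* went from 32.0-fold to 9.35-fold and 6.38-fold, and *Sycp3* from 18.7-fold to 4.03-fold and 2.93-fold. The folds at 6 and 8 d are taken against the second untreated array, where all of these genes stood higher than on the first (2.66-fold for *Stra8* and 2.11-fold for the first probe set of *Dazl*). The log2 level of *Dazl* on that probe set was 11.41 at 4 d, 12.31 at 6 d and 12.24 at 8 d, so that against the first untreated array it was 91.3-fold and 87.1-fold higher at 6 and 8 d. The log2 level of *Hormad1* was 3.82 on the first untreated array and 6.20 on the second, 9.63 at 4 d, 9.87 at 6 d and 9.23 at 8 d. That of *Stk31* was 3.84 and 5.78 on the untreated arrays, 9.40 at 4 d, 9.80 at 6 d and 8.90 at 8 d. Against the first untreated array *Hormad1* was 66.5-fold, *Stk31* 62.3-fold, *Sycp3* 25.9-fold and *Tex11* 22.8-fold higher at 6 d, so that *Tex11* alone stood below its fold at 4 d, and at 8 d they were 42.5-fold, 33.4-fold, 18.8-fold and 15.5-fold higher. The second untreated array and those at 6 and 8 d are also the ones with the larger 3′ excess of beta-actin (0.88 to 1.46). From 1 d to 2 d, 18 of the 20 germline genes stood lower, and the median change in log2 level over the 20 genes was -0.86. Each Dox time is 1 array, so these single steps have no replicate check.

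**Figure D1:**
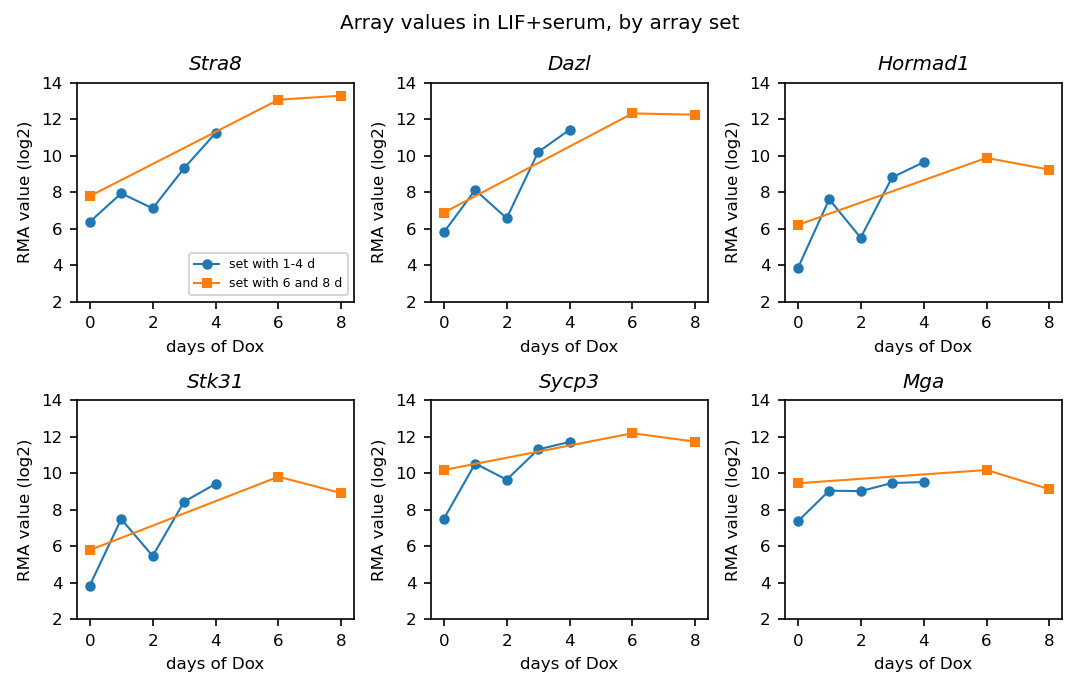
Log2 RMA values (vertical axes) of *Stra8*, *Dazl*, *Hormad1*, *Stk31*, *Sycp3* and *Mga* against days of Dox (horizontal axes) in LIF+serum, 1 array per point, with lines that join the arrays of each set and the untreated arrays at day 0. *Hormad1* and *Stk31* stand higher on the second untreated array (6.20 and 5.78) than on the first (3.82 and 3.84), while their levels at 6 d (9.87 and 9.80) lie near those at 4 d (9.63 and 9.40).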

Unlike meiosis-related genes, PGC specification genes such as *Blimp1* and *Dppa3* did not show appreciable alterations in their expression levels on Dox treatment. 

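*Prdm1* (*Blimp1*), *Dppa3* and *Tfap2c*, which specify or mark early primordial germ cells (PGCs), did not pass the test of the trend in limma (adjusted p = 0.594, 0.308 and 0.161; 1 of the 3 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone). *Prdm1* was 3.09-fold the untreated value at 4 d and 0.709-fold at 8 d, and the second untreated array held 2.39 times the *Prdm1* value of the first. *Dppa3* was 1.61-fold at 4 d, 2.37-fold at 6 d and 1.16-fold at 8 d, and *Tfap2c* was 1.33-fold, 2.31-fold and 1.55-fold. Among random lists matched on mean expression, the median fold of these 3 genes lay at the 90.2nd percentile at 4 d and at the 99.1st at 6 d, and camera gave an adjusted p of 0.165, and of 0.0158 (higher than other genes) without the 6 d and 8 d set, a setting chosen after seeing the data. Of 15 measured genes of a wider list of PGC specification and early germ cells, 2 rose and none fell (4 rose and 3 fell when adjusted over the list alone). They were *Kit*, the receptor of stem cell factor, at 2.63-fold at 8 d (adjusted p = 0.0115 from limma), and *Dppa2* at 1.61-fold (adjusted p = 0.0488). Camera gave this wider list an adjusted p of 0.426. Without the 8 d array 2 of the 3 genes (*Dppa3* and *Tfap2c*) and 5 of the 15 rose and 1 of the 15 fell, and without the second untreated array limma called 0 of the 15 (1 higher and 3 lower at an unadjusted p under 0.05). Leaving out any other array left 1 of the 15 that rose, *Kit*, since *Dppa2* then lost its call, and 1 fell without the 1 d or the 6 d array.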

We also noted that the expression levels of genes encoding meiosis-specific cohesion components, such as *Rec8* and *Smc1b*, were elevated, to a lesser extent, in Dox-treated cells compared with untreated controls. 

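All 3 meiotic cohesin genes of Supplementary Fig. 1 rose with days of Dox (3 when adjusted over the list alone), on a list that the authors chose on these arrays. *Smc1b* was 5.48-fold the untreated value at 4 d and 4.13-fold at 8 d, with a slope of 0.34 per day on the log2 scale (standard error 0.06, adjusted p = 0.0112 from limma). *Stag3* was 7.8-fold at 4 d and 4.49-fold at 8 d (adjusted p = 0.0272). The second untreated array held 2.97 times the *Smc1b* value and 2.32 times the *Stag3* value of the first, against which they were 12.3-fold and 10.4-fold higher at 8 d. *Rec8*, the meiotic kleisin, stood at 1.03-fold at 4 d and 4.8-fold at 8 d (slope 0.20, standard error 0.05, adjusted p = 0.0474 from limma). The second untreated array held 0.621 times the *Rec8* value of the first. Against the first, *Rec8* was 2.98-fold higher at 8 d, less than *Smc1b* and *Stag3*. Of the 4 mitotic cohesin genes none passed in limma (1 was higher at an unadjusted p under 0.05, and 1 passed when adjusted over the list alone). Their median fold was 2.44 at 4 d and 0.803 at 8 d, against a 1.74-fold difference between the untreated arrays. *Smc1a* was 2.67-fold at 4 d and 0.677-fold at 8 d, *Stag2* 2.23-fold and 0.427-fold, and *Stag1* 2.80-fold and 1.62-fold (adjusted p = 0.0721 for *Stag1*). Camera gave the meiotic list an adjusted p of 0.00421 (adjusted p = 0.288 with an estimated correlation) and the mitotic list 0.43, and the difference between both lists was not tested. Without the 6 d and 8 d set, camera called both lists higher (adjusted p = 0.0334 for the meiotic and 0.00239 for the mitotic list). That setting was chosen after seeing the data. The meiotic count fell to 2 without the 1, 2, 3 or 8 d array, to 1 without 4 or 6 d and to 0 in limma without the second untreated array (2 at an unadjusted p under 0.05); *Rec8* kept its call only without the first untreated array, and *Stag3* lost its own without 4 d, 6 d or the second untreated array. Without the 8 d array *Stag1* passed.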

We also examined the expression of genes encoding key regulators of DNA recombination and found most of them remained unchanged, although a modest increase was evident in *Spo11* expression. These results implied that *Max*-null ESCs exhibited a partial, but not complete, gene expression pattern characteristic of meiotic cells (Supplementary Fig. 1). In addition, we also observed increased expression of two-cell embryo signature genes such as *Zscan4* and *Dub1* (refs 17, 18; Fig. 1a,b and Supplementary Fig. 1). However, flow cytometric analyses of Dox-inducible *Max*-null ESCs bearing a DsRed reporter gene, which faithfully recapitulates the endogenous *Zscan4* expression profile with an aid of 5′-flanking region of the gene, indicated that DsRed- and STRA8-positive cells, both of which became prominent after *Max* depletion in ESCs, did not significantly overlap, but were rather mutually exclusive (Supplementary Fig. 2). These data implied that meiosis-like induction and activation of two-cell embryo gene signatures are independent phenomena. 

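*Spo11*, which encodes the enzyme that makes meiotic DNA breaks, rose with days of Dox (slope 0.17 per day on the log2 scale, standard error 0.04, adjusted p = 0.0274 from limma). It was 1.06-fold the untreated value at 4 d, 1.90-fold at 6 d and 3.4-fold at 8 d. Its log2 level was 4.02 on the first untreated array, 3.11 on the second and 4.88 at 8 d, so that it was 1.81-fold higher at 8 d against the first. *Prdm9*, which places the breaks, was 1.62-fold at 6 d and 1.83-fold at 8 d (adjusted p = 0.112 from limma), and *Dmc1*, the meiotic strand-exchange protein gene, 2.18-fold at 4 d, 3.03-fold at 6 d and 1.39-fold at 8 d (adjusted p = 0.191). Thus 1 of the 3 genes analysed here rose and none fell (3 rose when adjusted over this list alone, which the authors chose). Camera gave an adjusted p of 0.0285 (adjusted p = 0.288 with an estimated correlation, and 0.205 without the 6 d and 8 d set, chosen after seeing the data). *Spo11* lost its call without the 8 d array or the second untreated array (adjusted p up to 0.58), and in the latter case 0 of the 3 genes had an unadjusted p under 0.05 in limma. *Prdm9* passed without the 2 d array and *Dmc1* without the 8 d array.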

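Of 28 measured genes of a further list of meiotic prophase, 15 rose with days of Dox and none fell (19 rose and 1 fell when adjusted over the list alone). It holds *Syce1*, *Mei1* and *Tex12*, which the authors had highlighted on these arrays, and of the other 25 genes 12 rose and none fell (16 and 1 when adjusted over them alone). *Meioc*, whose product lets germ cells stay in meiotic prophase, was 11.0-fold the untreated value at 4 d and 20.5-fold at 8 d (slope 0.64 per day on the log2 scale, standard error 0.08, adjusted p = 0.00351 from limma). *Terb1*, which ties telomeres to the nuclear envelope, was 2.5-fold at 4 d, 23.9-fold at 6 d and 14.1-fold at 8 d (adjusted p = 0.00736), and *Syce3*, of the central element of the synaptonemal complex, 6.55-fold at 8 d (adjusted p = 0.00947). The bromodomain gene *Brdt* was 4.09-fold and *Hormad2* 4.49-fold at 8 d, and both rose in limma (adjusted p = 0.00362 and 0.00785). Other members did not pass, among them the crossover genes *Msh4* (1.72-fold at 8 d, adjusted p = 0.0654 from limma) and *Msh5* (1.78-fold, adjusted p = 0.37), the recombination genes *Trip13* (0.815-fold, adjusted p = 0.21) and *Mnd1* (0.545-fold, adjusted p = 0.0814), and *Syce2* (1.07-fold, adjusted p = 0.944). Camera gave the list an adjusted p of 1.83e-09 (adjusted p = 0.288 with an estimated correlation) and the 25 genes, set apart after seeing the data, 3.78e-07 (adjusted p = 0.288 with an estimated correlation). If the second untreated array was left out, limma called 0 of the 28 genes (16 higher and 0 lower at an unadjusted p under 0.05). From elevated meiosis-related genes, a smaller rise of *Rec8* and *Smc1b* and mostly unchanged regulators of recombination, the paper proposes that *Max*-null ESCs take on a partial, but not complete, expression pattern of meiotic cells.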

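Of 12 measured genes of the two-cell embryo list of Fig. 1a, 11 rose with days of Dox and none fell (11 when adjusted over the list alone). The authors chose this list too on these arrays. The median fold was 1.05 at 1 d and 0.848 at 2 d, then 4.5 at 3 d, 9.67 at 4 d and 31.2 at 8 d. *Usp17la* (*Dub1*), a deubiquitinase gene, was 15.6-fold the untreated value at 4 d and 40.3-fold at 8 d (slope 0.81 per day on the log2 scale, standard error 0.15, adjusted p = 0.0108 from limma). At 8 d *Sp110* was 48.8-fold, *Bex6* 42.1-fold, *AF067063* 37.3-fold and *Zfp352* 31.5-fold higher (adjusted p from 0.00263 to 0.0038 in limma). A second probe set of *Zfp352* gave 135-fold (adjusted p = 0.0038). Against the first untreated array this probe set was 57.5-fold and *Usp17la* 20.4-fold higher at 8 d. *Eif1a* stood at 1.26-fold at 4 d and 0.768-fold at 8 d (adjusted p = 0.826). *Zscan4* is not reported here, because each of its probe sets is paired with several members of its family. Outside the paper's list, 6 of 14 measured two-cell genes rose and none fell (7 rose and 1 fell when adjusted over the list alone), 1 of which, *Tcstv1*, is in both lists. *Gm20767* was 32.0-fold higher at 8 d (adjusted p = 0.00768 from limma) and *Duxf3*, the *Dux* activator of two-cell genes, 4.59-fold (adjusted p = 0.0204). Camera gave the highlighted list an adjusted p of 5.38e-12 (adjusted p = 0.288 with an estimated correlation) and the other list 8.31e-04 (adjusted p = 0.33 with an estimated correlation). With the second untreated array left out, limma called 0 genes of either list (11 of the 12 and 5 of the 14 were higher at an unadjusted p under 0.05). *Duxf3* also lost its call without the 4 d array (adjusted p up to 0.409 over all the arrays left out).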

As expected, gene ontology (GO) analysis revealed over-representation of genes related to meiosis and sexual reproduction (Fig. 1c).

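After 4 d of Dox, 109 probe sets were at least 8-fold higher than on the untreated array and 1 was at least 8-fold lower. The 73 genes among them that have a probe set of their own held 17 of the 20 highlighted germline genes, where 0.0803 would fall in a list of that size drawn from the 18193 genes, and 8 of the 12 two-cell genes that have one too, of 20 on that list, where 0.0482 would. The authors chose both lists on these arrays, so these overlaps are no independent evidence. They also held 2 of 28 genes of the further list of meiotic prophase, 3 of which the authors had highlighted too (0.112 by chance), and 0 of 16 genes of the piRNA pathway, which guards germ cells against transposons (0.0642 by chance). This piRNA list holds no gene of the paper's lists, so the 0 covers only its own members. It leaves out *Mov10l1*, a helicase of piRNA production, which was 12.8-fold higher at 4 d. It also leaves out *Tdrd9* (16.2-fold) and *Ddx4* (17.6-fold), and these genes are all in the germline list. The largest folds at 4 d outside the germline list were those of *Nupr1*, a stress-response gene, at 39.5, which stood 25.4-fold higher on the second untreated array than on the first, and *Ubtfl1*, of the two-cell list, at 27.1. At other times 5 probe sets were at least 8-fold higher at 1 d, 5 at 2 d, 46 at 3 d, 163 at 6 d and 164 at 8 d, and 0, 0, 1, 19 and 36 were as much lower. Between the untreated arrays, 26 were at least 8-fold higher on the second and 12 lower. Against the mean of both untreated arrays, limma called 32 probe sets higher and 0 lower at 4 d (2431 at an unadjusted p under 0.05), with the spread taken from the untreated pair, whose arrays belong to different sets, and the lone Dox array assumed to vary as they do, so no gene is named from this test. After quantile normalization once more, or with only probe sets that reached 6 (log2), limma called 0 of either (2526 and 1294 at an unadjusted p under 0.05), while eBayes with trend and robust called 91 and 1. Against the second untreated array in place of the first, 16 were higher at 1 d and at 2 d, and against the first in place of the second 446 at 6 d and 303 at 8 d; the gene ontology terms of Fig. 1c were not analysed here.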

### *Max*-null ESCs show meiosis-like cytological changes

Expression of meiosis-related genes led us to examine cytological changes in *Max*-null ESCs. To this end we performed immunocytochemical analyses with an antibody against SYCP3, one of the major components of the synaptonemal complex^19^,^20^. After 8 days of Dox treatment, about 4–5% of *Max*-null ESCs showed a SYCP3-immunostaining pattern that is reminiscent of germ cells undergoing meiosis (Fig. 2a,b). We observed about 20% STRA8-positive cells among all *Max*-null ESCs treated with Dox for 6 days (Supplementary Fig. 2). Most STRA8-positive cells, however, failed to proceed to the stage acquiring a meiosis-like SYCP3-staining pattern. To assess the stages of meiosis in meiosis-like cells from *Max*-null ESCs, we established a criterion to distinguish the stages based on the average length of SYCP3-stained regions observed in the chromosomes of germ cells in seminiferous tubules of the testis (Supplementary Fig. 3). Our analyses indicated that meiosis-like cells derived from *Max*-null ESCs following 6 days' Dox treatment were mostly preleptotene-like, with some cells progressed to the leptotene-like state. And longer Dox treatment (8 or 10 days) increased the percentages of these cells and also yielded cells bearing SYCP3-staining patterns similar to germ cells at zygotene stages of meiotic cell division (Fig. 2b). However, no cell was scored as pachytene-like even with extended Dox treatment (Fig. 2a,b). To confirm these observations, we conducted co-staining with antibodies against SYCP3 together with other meiotic markers. First, similar to the normal progression of meiosis, we found that STRA8 expression was more enriched in cells representing the early stages of meiosis and much less in cells at a more advanced stage with a zygotene-like SYCP3-staining pattern (Fig. 2c). We also found that cells with a leptotene-like SYCP3-staining pattern showed a strong γH2AX signal, similar to meiotic cells at this stage (Fig. 2d). Furthermore, REC8 and SYCP3 were co-localized in some, but not all, of the cells with a zygotene-like SYCP3-staining pattern (Supplementary Fig. 4a), likely due to less conspicuous induction of *Rec8* compared with that of other meiotic marker genes such as *Stra8* and *Sycp3* (Supplementary Fig. 1). 

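At 3 d of Dox the *Rec8* transcript stood at 0.71-fold the untreated value, while *Stra8* was 7.72-fold and *Sycp3* 14.0-fold higher. At 6 d *Rec8* was 2.1-fold higher, against 1.31-fold when set against the first untreated array, where *Stra8* was 103-fold higher. At 8 d and against that same array, *Rec8* was 2.98-fold, *Stra8* 121-fold and *Sycp3* 18.8-fold higher. The untreated arrays themselves differed 0.621-fold for *Rec8*, 2.66-fold for *Stra8* and 6.42-fold for *Sycp3* (second over first). *Rec8* passed the test of the trend in limma (adjusted p = 0.0474), but without any 1 of the Dox arrays or the second untreated array it no longer did (adjusted p up to 0.718), and the difference between its slope and those of the other genes was not tested.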

We also conducted immunostaining with an antibody against SYCP1 that is known to play a crucial role in the formation of the synaptonemal complex at the pachytene stage of meiosis, in which two paired homologous chromosomes (four chromosomes in total) are brought into a juxtaposition as a prerequisite step for the subsequent crossover^21^,^22^,^23^. Although SYCP1 expression was detected in some cells, we did not observe extensive overlap of SYCP1 signals with that of the SYCP3 on chromosomes (Supplementary Fig. 4b). These results were consistent with the data shown in Fig. 2b and imply that *Max* deficiency arrests ESCs at the crux of the pachytene stage of meiosis-like processes. Because aurora kinase is a known critical regulator of meiosis^24^, we examined changes in the expression of aurora kinase A, B and C in *Max*-null ESCs by western blot analyses. All three aurora kinases exhibited reductions in their protein expression levels, although the reduction of aurora kinase C was marginal (Supplementary Fig. 5a). Next, we examined the effect of a pan-aurora kinase inhibitor, VX680, and found that it did not noticeably alter the magnitude of meiosis-like changes in *Max*-null ESCs (Supplementary Fig. 5b,c). Because aurora kinase C is the only aurora kinase with an unequivocal contribution to meiosis among the three aurora kinases and localization of aurora kinase C at chromocentres becomes apparent at the diplotene stage^24^, no apparent effect of the aurora kinase inhibitor may be reasonable in our system in which the meiotic process was arrested at or before the pachytene stage (Fig. 2). Next, we examined whether loss of *Max* expression in ESCs was accompanied by alterations in genomic DNA methylation levels. To this end we compared the levels of 5-methyl cytosine (5mC) and 5-hydroxymetyl cytosine (5hmC) between Dox-untreated and -treated ESCs for 8 days. Although 5mC levels remained rather constant on *Max* depletion, our analyses demonstrated an elevation in the levels of 5hmC by about twofold in Dox-treated *Max*-null ESCs (Supplementary Fig. 6a). We also examined the methylation status of imprinting genes because erasure of imprinting is one of the hallmarks of germ cell development. We found that differentially methylated regions (DMRs) of maternally methylated *Snrpn* and *Igf2r* genes were almost completely demethylated in *Max* expression-ablated ESCs, implying that activation of the meiotic programme in these cells was coupled with imprinting erasure (Supplementary Fig. 6b,c). We also found similar, but less significant, induction of demethylation in one of the DMRs in the paternally methylated *H19* gene (Supplementary Fig. 6d). The almost complete methylation of DMRs in the *H19* gene of Dox-untreated ESCs reflects the usual DNA methylation status of this locus in mouse ESCs cultured in conventional mouse ESC medium^25^,^26^,^27^.

### Vitamin C enhances meiosis-related changes in *Max*-null ESCs

Since apoptosis is a prominent phenotype of *Max*-null ESCs, we investigated whether apoptosis might be triggered by meiosis-like changes or elevated levels of reactive oxygen species in *Max*-null ESCs^16^. Towards this end we treated *Max*-null ESCs with vitamin C, a compound that has been described both as an antioxidant and as a potentiating factor in meiosis through activation of ten-eleven translocation 1 (Tet1)^28^,^29^. Vitamin C treatment of *Max*-null ESCs did not reduce but instead significantly accelerated cell apoptosis (Fig. 3a). This was accompanied by elevated *Stra8* expression (Fig. 3b). Vitamin C treatment also increased the frequency of meiosis-like SYCP3-staining patterns and yielded cells representing more advanced stages of meiosis compared with Dox treatment alone (Fig. 3c,d). These results implied that the meiosis-related changes rather than reactive oxygen species in *Max*-null ESCs are closely linked to apoptosis. To further explore the relationship between the meiosis-like changes and apoptotic cell death in *Max*-null ESCs, we suppressed the levels of apoptosis by treatment with the caspase inhibitor Z-VAD-FMK. We found that Z-VAD-FMK treatment increased the frequency of cells with meiosis-like changes, especially cells with preleptotene- and leptotene-like SYCP3-staining patterns (Supplementary Fig. 7). These observations implied that a substantial portion of meiotic-like *Max*-null ESCs were eliminated at rather early stages before proceeding to more advanced stages of meiosis. Apoptosis occurred likely as a result of the ESC culture condition, which is different from the niche environment found within the seminiferous tubules of the testis and the female genital ridge.

### Meiosis-like changes in *Max*-null ESCs depend on *Stra8* gene

To explore the relationship between the induction of *Stra8* gene expression and the meiosis-like SYCP3-staining patterns in our system, we knocked out the *Stra8* gene in *Max*-null ESCs using the CRISPR-Cas9 system^30^ (Fig. 4a). Immunocytochemical (Fig. 4b) and western blot (Fig. 4c) analyses confirmed that *Max* depletion-mediated induction of *Stra8* expression did not occur in *Stra8*-knockout ESCs. More importantly, loss of *Stra8* gene functions resulted in marked suppression of incidences of meiosis-like SYCP3-staining patterns in Dox-treated *Max*-null ESCs (Fig. 4d). We also found that disruption of the *Stra8* gene led to a significant reduction in γH2AX signals, a characteristic feature observed strongly at leptotene stages of meiosis (Fig. 4e). These data implied that, similar to normal meiotic cell division, expression of *Stra8* is indispensable for induction of meiotic-like patterns in *Max*-null ESCs^3^,^4^,^5^,^6^. It is also worth noting that *Stra8* knockout not only impaired the cytological changes reminiscent of meiosis but also significantly alleviated apoptotic cell death phenotype associated with *Max* knockout (Fig. 4f,g). Therefore, these results further suggest that the extensive cell death observed in *Max*-null ESCs is, at least in part, due to induction of meiosis.

### Meiosis-like changes in *Max*-null ESCs under 2i condition

We have previously demonstrated that *Max*-null ESCs in the 2i+leukaemia inhibitory factor (LIF) condition with two kinase inhibitors against MEK and GSK3β (ref. 31), but not in conventional ESC medium, maintain normal expression levels of pluripotency markers such as OCT3/4, SOX2 and NANOG, and are able to self-renew indefinitely^16^. In this context, we sought to determine whether *Max* depletion leads to the activation of germ cell-related genes in ESCs even if the vast majority of cells maintain their pluripotent properties. 

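In *Max*-null ESCs kept in 2i+LIF, 10 probe sets were at least 8-fold higher after 6 d of Dox and 15 at least 8-fold lower. The named genes with the largest folds up included the lens crystallin gene *Crygd* at 13.5, the antigen presentation gene *H2-Eb1* at 12.4, *Mov10l1* at 11.0 and the hypoxia-response gene *Bnip3* at 9.99. Among those with the largest folds down were *Gm13261* at 0.0451, *Pdha2* at 0.0605 and *Otx2*, a transcription factor of the primed epiblast, at 0.101. 2i stands for PD0325901 (1 µM), which blocks MEK, and CHIR99021 (3 µM), which blocks GSK3β, and together with LIF it holds ESCs in a ground state of pluripotency. The experiment has 1 untreated array and 1 array after Dox, of the same kind as those in LIF+serum, so no value in 2i+LIF has a replicate check and no p-value is given. The log2 medians of these arrays were 5.14 and 5.16, below those in LIF+serum, so that the arrays of both media may have been normalized apart, and levels were set across media only beside the median of all genes. The 3′ excess of beta-actin was 0.78 and 0.76. Each fold was taken within 2i+LIF, and each list's median was ranked among 10000 random lists of the same size matched on mean expression. After a further quantile normalization of all 10 arrays 5 probe sets were at least 8-fold higher and 8 lower.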

First, DNA microarray analyses showed that the expression levels of germ cell-related genes were elevated even in Dox-treated *Max*-null ESCs under the 2i+LIF condition, although the induction levels were not as conspicuous as those observed in *Max*-null ESCs under conventional LIF+serum conditions (Fig. 5a). 

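After 6 d of Dox in 2i+LIF, 18 of the 20 highlighted germline genes stood above their untreated value, 14 of them at least 2-fold, with a median of 3.88-fold. The authors chose the list on the arrays in LIF+serum. *Mov10l1*, *Tdrd9* (9.10-fold) and *Hormad1* (8.96-fold) had the largest folds, *Stra8* was 3.39-fold and *Dazl* 4.01-fold higher, and *Rnf17* and *Tex11* stood at 0.84-fold and 0.827-fold. This median lay at percentile 100 of the random lists. The fold was smaller than that at 6 d in LIF+serum for 19 of the 20 genes, and *Sycp3* was the exception, with 5.14 in 2i+LIF. Over the list the median of the differences in log2 fold, taken gene by gene, was -2.73 (2i+LIF minus LIF+serum). Between the untreated arrays in LIF+serum the same genes had a median SD of 0.56 (log2), and single genes differed by up to 2.68 (*Sycp3*). Before Dox, 16 of the 20 genes stood higher in 2i+LIF than on the second untreated array in LIF+serum, by a median of 0.91 (log2), while the median of all genes was -0.09. After Dox the germline median was -1.69 relative to LIF+serum. The two-cell list had a median of 1.30-fold in 2i+LIF (percentile 99.8), with *Zfp352* at 2.6-fold and *Bex6* at 0.364-fold. Against LIF+serum at 8 d the fold was smaller in 2i+LIF for 17 of the 20 germline genes. Each medium has 1 array per condition at 6 d, so the difference between the media was not tested.

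**Figure D2:**
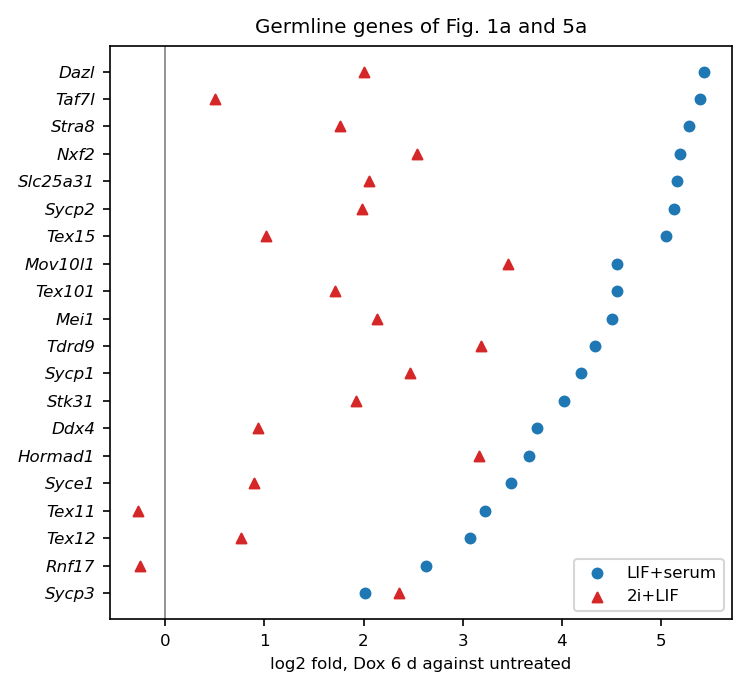
Log2 fold after 6 d of Dox (horizontal axis) of the 20 germline genes highlighted by the paper (vertical axis), from 1 Dox and 1 untreated array in each medium, with circles for LIF+serum and triangles for 2i+LIF. The triangle lies left of the circle for 19 genes and right of it for *Sycp3*.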

Quantitative PCR confirmed the induction of *Stra8* gene expression in both conditions (Fig. 5b). These results prompted us to investigate whether the cytological changes reminiscent of meiotic cell division also occur in Dox-treated *Max*-null ESCs under the 2i+LIF condition. We found that accumulation of STRA8 protein as well as meiosis-like SYCP3 staining became evident on loss of *Max* expression in ESCs under the 2i+LIF condition (Fig. 5c,d), although the frequency of these cytological changes was about half of that observed in conventional ESC culture conditions (Fig. 5e).

### Implications of direct onset of meiosis in *Max*-null ESCs

It has been shown that the 2i+LIF condition renders ESCs refractory to cellular differentiation^32^. The changes in meiosis reported in *Max*-null ESCs, even in the 2i+LIF condition, indicate that this induction occurs without passing through a PGC state that first becomes evident at around 7.0 days post coitum (dpc; early gastrulation stage) in mouse embryos^33^. This is supported by the fact that *Max* ablation in ESCs led to elevated expression levels of late PGC and meiosis-related genes, but did not elicit prominent induction of PGC specification genes. 

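In 2i+LIF, the PGC specification genes *Dppa3*, *Tfap2c* and *Prdm1* were 1.7-fold, 1.32-fold and 0.957-fold their untreated values after 6 d of Dox, and their median lay at percentile 91.0 of random lists. Of the wider list of 15 genes, *Kit* and *Dppa2* both stood at 1.01-fold, and the median of 1.01 lay at percentile 59.8. Among meiosis genes, *Sycp1* was 5.55-fold, *Slc25a31* 4.16-fold, *Sycp2* 3.97-fold, *Nxf2* 5.82-fold and *Mei1* 4.38-fold higher, and *Stag3* was 4.62-fold higher. The 25 genes of meiotic prophase outside the paper's lists had a median of 1.06-fold (percentile 80.7), with *Terb1* at 2.02-fold and *Meioc* at 0.948-fold. *Ddx4*, a late PGC gene, was 1.91-fold higher, and the piRNA pathway had a median of 1.19-fold (percentile 99.2). No difference between these lists was tested, since each condition is 1 array. From elevated late PGC and meiosis-related genes beside PGC specification genes without prominent induction, in a medium that resists differentiation, the paper reasons that meiotic induction occurs in *Max*-null ESCs without passing through a PGC state.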

To further address this issue, and taking into account the fact that *Blimp1* is known to play crucial roles in the induction and maintenance of PGCs^34^,^35^, we knocked out the *Blimp1* gene in *Max*-null ESCs using the CRISPR-Cas9 system. After homozygous knockout of the *Blimp1* gene (Supplementary Fig. 8), the ESCs were treated with Dox to suppress *Max* expression for 9 days and then subjected to co-immunocytochemical analyses with antibodies against SYCP3 and STRA8. Strong induction of STRA8 as well as meiosis-like SYCP3-staining patterns became evident in the ESCs after loss of *Max* expression, even without a functional *Blimp1* gene (Fig. 5f–h), indicating that *Max*-null ESCs bypassed the PGC state and directly acquired features reminiscent of meiosis I phase.

### Meiosis-related changes in ESCs depend on retinoid

Retinoid^7^,^8^,^9^,^10^ and LIF^36^ signalling are critical players in the onset of meiosis in germ cells. We thus decided to examine the effects of RA and LIF on *Max*-null ESCs. Similarly to vitamin C, RA treatment further enhanced the meiosis-related changes in *Max*-null ESCs (Fig. 6a–c). With respect to LIF, although its withdrawal from culture showed little to no effect on *Stra8* expression, it facilitated meiosis-related cytological changes in *Max*-null background (Fig. 6c). We also found that the number of viable cells was inversely correlated with the magnitude of meiosis-like changes (Fig. 6d), again implying that meiosis-like changes in ESCs are accompanied by apoptotic cell death. Our analyses with the RA receptor inhibitor AGN193109 (AGN; Fig. 6e and Supplementary Fig. 9a,b) and forced expression of *Cyp26b1* encoding an RA-degrading enzyme (Fig. 6f, Supplementary Fig. 9c,d) also confirmed the crucial involvement of RA, likely present in fetal bovine serum used, in meiotic changes in *Max* expression-ablated ESCs. To confirm this, we conducted experiments using serum- and RA-free N2B27 medium. Without exogenous supply of RA, induction of *Stra8* was barely detectable, irrespective of the presence or absence of *Max* expression in N2B27 medium. Interestingly, RA supplementation augmented *Stra8* expression levels dose-dependently even in the presence of *Max* expression, although much more profound induction was attained in the absence of *Max* expression. These results suggest that RA is essential for the induction of *Stra8* expression and that *Max* expression-ablated background sensitized ESCs to the RA-mediated change (Fig. 6g).

### Blockade of meiosis by MAX/MGA-containing atypical PRC1

To explore the molecular mechanisms underlying the meiosis-related changes associated with *Max* depletion in ESCs, we first searched for factors in the MYC superfamily, whose deficiency caused meiosis-related changes in ESCs, similar to MAX ablation. We found that lentivirus-mediated knockdown of *Mga* and *Max*, but not those of other MYC superfamily members, were coupled with induction of the expression of meiotic genes *Stra8*, *Taf7l* and *Slc25a31* (Fig. 7a and Supplementary Fig. 10). *Mga* knockdown-mediated induction of STRA8 expression was also confirmed by immunostaining (Fig. 7b). Because both MAX and MGA were recently demonstrated to be a part of an atypical PRC1 complex (PRC1.6)^14^,^15^, we next examined the consequence of forced reduction of the expression of the *L3mbtl2* gene that also encodes one of the components of PRC1.6. Knockdown of *L3mbtl2* expression also led to significant elevation in the expression levels of meiotic genes, although the expression levels of the *Stra8* gene were not affected (Fig. 7c). Next, to assess whether elevation of meiotic gene expression is the direct consequence of *Max* expression ablation or secondary in nature, we examined whether MAX protein binds to the meiosis-related genes. To this end, we conducted chromatin immunoprecipitation (ChIP) analyses with an anti-MAX antibody. Our data clearly demonstrated that MAX bound to *Ddx4*, *Slc25a31* and *Sycp3* genes in Dox-untreated ESCs (Fig. 7d). However, such signals were attenuated on *Max* expression ablation by Dox treatment. These results indicated that the MAX-containing complex directly bound to meiosis-related genes and repressed their expression in ESCs, and upregulation of these genes in *Max*-null ESCs reflects the liberation from such MAX-dependent repression. We also conducted ChIP analyses with an antibody against L3MBTL2. Although the immunoprecipitation efficiency was not as high with the antibody against L3MBTL2 compared with the anti-MAX antibody, our data indicated that L3MBTL2 directly bound to the examined meiotic genes. Furthermore, our data demonstrated that the binding signal was greatly diminished on *Max* expression ablation, implying that binding of L3MBTL2 on the meiotic genes is dependent on the presence of MAX (Fig. 7d). This finding further supported the notion that PRC1.6 complex is involved in the repression of meiotic genes in ESCs. Next, we examined the expression levels of genes encoding the *Myc* superfamily and those encoding either one of the components of the PRC1.6 complex after *Max* expression ablation in ESCs. We found that many of the genes, including *L3mbtl2*, showed slight decline in their expression levels following *Max* depletion in ESCs, while expression level of *Mga* was initially elevated (up to 4 days) but declined thereafter (Supplementary Fig. 11).

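*L3mbtl2*, a subunit of PRC1.6, stood between 0.66-fold and 0.795-fold its untreated value at every Dox time and did not pass the test of the trend (adjusted p = 0.273 from limma). *Mga*, which joins MAX to PRC1.6, was 3.22-fold at 1 d, 4.45-fold at 4 d, 1.66-fold at 6 d and 0.797-fold at 8 d (slope 0.10, adjusted p = 0.54 from limma). Its log2 level was 7.35 on the first untreated array and 9.44 on the second, 9.50 at 4 d, 10.17 at 6 d and 9.11 at 8 d, so that at 6 d it was 7.05-fold above the first untreated array. Of 12 *Myc* superfamily genes, *Mycl* rose (2.29-fold at 8 d, adjusted p = 0.0250 from limma) and *Mxd3* fell (0.543-fold at 8 d, adjusted p = 0.0274), and 3 rose and 3 fell when adjusted over the list alone. Without *Max* itself, 5, 8, 6, 5, 4 and 6 of 11 stood below their untreated value at 1, 2, 3, 4, 6 and 8 d. Of 3 measured PRC1.6 genes in Supplementary Fig. 11 none passed in limma (1 was higher at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone), with *Rnf2* at 2.57-fold at 4 d (adjusted p = 0.133). Among 12 subunits of the complex *Tfdp1*, a partner of E2F proteins, fell to 0.371-fold at 8 d (slope -0.20, adjusted p = 0.0043 from limma) and none rose (0 rose and 1 fell when adjusted over the list alone), and 7, 8, 7, 9, 5 and 7 of the 12 stood below their untreated value at those times. Camera gave the *Myc* superfamily an adjusted p of 0.617, the genes of that figure 0.83 and the 12 subunits 0.683. Fry, which tests whether a list's genes move 1 way and not against other genes, called the 12 subunits lower (adjusted p = 0.00693). It did not call the *Myc* superfamily (adjusted p = 0.526) or the genes of that figure (adjusted p = 0.695). Of the *Myc* superfamily, 3 rose without the first untreated array, 2 without 2 d and none without 8 d, where 2 fell; *Mxd3* lost its call without 6 d, and without 4 d or the second untreated array limma called 0 (3 higher and 3 lower, and 0 and 1, at an unadjusted p under 0.05). Without 8 d *Rnf2* and *Hdac2* passed, so that 2 of the 12 subunits rose, and without the second untreated array none was called (2 higher and 2 lower at an unadjusted p under 0.05).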

### Meiosis-like changes in ESCs with a MYC/MAX complex

We have previously demonstrated that the detrimental phenotype of *Max*-null ESCs could be rescued by c-MYC and MAX mutants bearing modifications in their leucine zipper dimerization domains^16^,^36^. Because of these modifications, c-MYC and MAX mutants, designated as c-MYC-EG and MAX-EG, respectively, do not bind to other endogenous partners, but dimerize efficiently with each other to function as a c-MYC/MAX transcriptional complex. Therefore, *Max*-null ESCs bearing these mutants are able to maintain MYC activity but lack a functional PRC1.6 complex because the MAX-EG mutant does not interact with the endogenous MGA protein. We examined whether meiosis-like changes were evident in *Max*-null ESCs expressing c-MYC-EG and MAX-EG. Consistent with our previous report, *Max*-null ESCs bearing these mutants were able to maintain cell viability (Fig. 8a,b). However, our analyses revealed that the induction of expression of meiotic genes and production of STRA8 protein were also observed in these cells (Fig. 8c,d). Furthermore, meiosis-like cytological changes were detected as well (Fig. 8e). These meiotic-like changes were found, however, to a lesser degree when compared with control *Max*-null ESCs. These results suggest that a PRC1.6-independent MYC/MAX activity may also help guard meiosis entry in ESCs.

### *In vivo* meiosis is coupled with a decline in *Max* expression

Since meiosis-like cytological changes could be induced in *Max* expression-ablated ESCs, we decided to examine whether *Max* expression levels decline during normal meiotic cell division in testes. To this end we performed immunohistochemical analyses of testis sections. In addition to an antibody against MAX, antibodies against PLZF and cKIT, which mark spermatogonial stem/progenitor cells and differentiating spermatogonia, respectively, were used in the analyses to facilitate staging of cells undergoing meiosis^37^. We found that MAX expression, which is generally thought to be ubiquitous^38^, was extremely low in cKIT-positive differentiating spermatogonia and premeiotic type B spermatogonia at stage VI compared with PLZF-positive spermatogonial stem/progenitor cells (Fig. 9a–c). This low level of MAX expression in differentiating spermatogonia persisted up to the early pachytene stage but increased again during the pachytene stage (Supplementary Fig. 12). Whereas the meiotic cell division begins in testes after birth in males, meiosis commences in the genital ridges at the midgestation stage in females^39^. Therefore, we examined whether the meiotic processes in female mice are also accompanied by downregulation of MAX expression. Indeed, we found that MAX expression levels were extremely low in SYCP3-positive female PGCs at 13.5 dpc, which coincides with meiosis initiation, but were much higher in E13.5 male PGCs (Fig. 9d). These results reveal that, although occurs at different timing, meiosis in both sexes is coupled with downregulation of MAX expression. To assess whether there is also a difference in *Max* mRNA levels between male and female PGCs, we inspected DNA microarray data of PGCs deposited by Kagiwada *et al.*^40^ We found that *Max* expression levels in female PGCs was lower compared with those of male PGCs, especially at the initiation of meiosis (13.5 dpc; Supplementary Fig. 13a), implicating that the lower level of MAX protein in female PGCs revealed by immunostaining was at least in part due to lower levels of *Max* mRNA in female PGCs compared with that in male PGCs. However, our data do not exclude the possibility that MAX protein levels were also controlled post-translationally.

We also used these DNA microarray data to study the expression dynamics of genes whose expression levels were elevated in *Max*-null ESCs. Both germline-specific genes and those categorized into both germline and two-cell signature genes shown in Supplementary Fig. 1 also had strong elevations in their expression levels during midgestation (E10.5–13.5; Supplementary Fig. 13b). Interestingly, most meiotic genes showed significant elevations in their expression levels not only in female PGCs but also in male PGCs during gestation, although the magnitude of the elevation was not as prominent as that observed in female PGCs. More remarkably, most of the genes that were significantly or modestly activated in *Max*-null ESCs were also, respectively, activated in similar manners during PGCs development, providing additional evidence that our *Max* expression ablation system in ESCs represents a *bona fide* model of meiosis. However, genes categorized exclusively as two-cell signature genes did not show any tendency of activation, but rather decreased their expression levels during PGCs development. These results further suggest that activation of these genes in *Max* expression-ablated ESCs is not related to meiosis-like changes (Supplementary Fig. 13b).

### Meiotic induction in GSCs by *Max* knockdown

We next examined the consequence of forced reduction of *Max* expression in GSCs. We not only found that *Stra8* expression level was elevated (Fig. 10a) but also detected cytological changes reminiscent of meiosis in GSCs on *Max* knockdown (Fig. 10b,c). Of note is that these cytological changes were only observed in cells with reduced *Max* expression. Because knockdown of *Max* expression was insufficient, but *Max* expression should be completely ablated in ESCs to induce meiosis-related cytological changes, our data with GSCs suggested that GSCs are more competent for meiosis-like cytological changes than ESCs. Next, we conducted knockdown of *Max* expression in mouse embryonic fibroblasts, NIH3T3 cells and induced pluripotent stem cells (iPSCs). Although lentivirus-mediated knockdown of *Max* expression enhanced *Stra8* gene expression levels in iPSCs, no such induction was evident in mouse embryonic fibroblasts or NIH3T3 cells (Fig. 10d). Induction of STRA8 in iPSCs was confirmed by immunostaining (Fig. 10e). Therefore, we conclude that meiosis-related changes due to *Max* expression deficiency are specific to germ and pluripotent cells.

## Discussion

In this study we have uncovered an intriguing meiosis-like programme in ESCs triggered by loss of function of *Max*. Our results show that the loss of *Max* expression in ESCs not only activates germ cell-related genes but also leads to cytological changes resembling leptotene and zygotene stages of meiosis.

Our functional screening of the *Myc* superfamily led to the identification of MGA, whose absence also triggered the meiosis-like changes. Our subsequent analyses revealed that a MAX-containing atypical PRC1 complex (PRC1.6) is responsible for the molecular blockade of meiotic onset. There are six distinct PRC1 complexes with variations in their components, but only in PRC1.6 (ref. 14) are both MAX and MGA present. A unique characteristic of PRC1.6 is that this variant PRC1 does not co-localize with PRC2 at their target sites^15^. Therefore, PRC1.6 must bind to DNA stably without PRC2, and possible molecules responsible for such stable DNA binding include MAX and its association factor MGA. In this context, it is of interest to mention that the MAX-containing PRC1 complex has been shown to be linked to the E box sequence that serves as a binding site for MAX and MGA^15^.

We provide evidence of the existence of a transient decline in *Max* expression during physiological gametogenesis in both male and female germ cells. This lead us to assume that the same or at least a similar process of MAX-dependent blockade of meiosis is present in GSCs. GSCs should be liberated from such blockades by a physiological decline in *Max* expression to proceed with meiosis during their differentiation. This assumption was further corroborated by data demonstrating that knockdown of *Max* expression in GSCs also led to meiosis-like cytological changes. It is noteworthy that MYC family proteins, including c-MYC and N-MYC, play crucial roles in preservation of the self-renewal properties of both ESCs^41^ and GSCs^42^ in which MAX functions as an indispensable partner. Thus, as depicted in Fig. 10f, loss of MAX may promote meiosis not only by activating the expression of meiotic genes but also by facilitating cellular differentiation through impairment of the self-renewal of ESCs and GSCs because of the loss of MYC functions. The differences in efficiencies in the induction of meiosis-like changes between *Max*-null ESCs bearing c-MYC, MAX mutants and control *Max*-null ESCs may be explained by the preservation of MYC functions in the former, but not in the latter cells. It is noteworthy that Yokobayashi *et al.*^43^ have demonstrated that the PRC1 complex acts negatively against RA signalling through maintenance of the transcriptionally repressed state of the *Stra8* gene. Similarly, our data demonstrated that *Max* expression ablation in ESCs, which is coupled to disruption of the PRC1.6 complex, sensitized RA-mediated induction of *Stra8* gene expression. This finding further strengthens the notion that the meiotic onset in ESCs faithfully recapitulates the *in vivo* meiotic onset. Observations made by Yokobayashi *et al.*^43^ on the loss of function of PRC1 in germ cells may not reflect impairment of the general functions of PRC1, but might be due to disruption of the MAX-containing atypical PRC1 complex.

*Max* expression ablation appears to induce meiotic onset in ESCs in a physiologically relevant manner. However, such meiosis-like cells are arrested at rather early stages and do not proceed beyond the crux of the pachytene-like stage. To overcome this problem, development of improved culture conditions suitable for meiosis and/or the forced expression of inefficiently induced meiotic genes such as *Rec8* and *Sycp1* will be needed. Although we are far from a complete understanding of the mechanisms involved in generating haploid cells, the results and methodologies here described may open up new avenues towards achieving this goal.

## Methods

### Animal ethics

This study was carried out under strict accordance with the international and institutional guidelines. The protocol was approved by the institutional review boards on the Ethics of Animal Experiments of the Saitama Medical University, with the permission number of 1518.

### Mouse ESC and GSC culture

*Max*-null ESCs with Max cDNA under the control of the tetracycline-off system were cultured in conventional ESC culture medium with LIF and serum, or the 2i condition with inhibitors of MEK (PD0325901) and GSK3β (CHIR99021) with the concentrations of 1 and 3 μM, respectively. N2B27 not containing vitamin A was used as basal medium for the experiments shown in Fig. 6g. The following reagents were used at the indicated concentration unless stated otherwise: 1 μg ml^−1^ Dox (631311, Clontech); 100 nM VX680 (A10981-25, ADG); 20 μM Z-VAD-FMK (627610, Calbiochem); 5 μM AGN193109 (sc210768, Santa Cruz Biotechnology); 1 μM all-trans retinoic acid (R2625, Sigma); and 50 μg ml^−1^ vitamin C (A4544, SIGMA). Mouse GSCs were cultured with Stem Pro-34 SFM medium (10639-011, Invitrogen) with the ingredients of 25 μg ml^−1^ insulin (1882, Sigma), 100 μg ml^−1^ transferrin (Sigma, T1147), 60 μM putrescine (P7505, Sigma), 30 nM sodium selenite (214485, Sigma), 6 mg ml^−1^ D-(+)-glucose (G7021, Sigma), 30 μg ml^−1^ pyruvic acid (107360, Sigma), 1 μg ml^−1^ DL-lactic acid (4263, Sigma), 5 mg ml^−1^ bovine serum albumin (15561-020, Invitrogen), 2 mM L-glutamine, 50 nM 2-mercaptoethanol, MEM vitamin solution (11120-052, Invitrogen), 0.1 mM nonessential amino acid solution (11140-050, Invitrogen), 30 ng ml^−1^ β-estradiol (E2758, Sigma), 60 ng ml^−1^ progesterone (P8783, Sigma), 10 μg ml^−1^ D-biotin (B4501, Sigma), 100 mM ascorbic acid (A4544, Sigma), 20 ng ml^−1^ mouse epidermal growth factor (2028-EG, R&D systems), 10 ng ml^−1^ human basic fibroblast growth factor (13256-029, Becton Dickinson), 1,000 U ml^−1^ mouse leukaemia inhibitory factor (02740, Stem Cell Technologies), 10 ng ml^−1^ rat glial cell line-derived neurotrophic factor (512-GF, R&D systems) and 1% fetal bovine serum.

### Plasmid constructions

Construction of expression vectors for c-MYC and MAX mutants, designated as c-MYC-MG and MAX-EG, respectively, which do not bind to their endogenous partners, but bind efficiently with each other, was described previously^16^,^36^. CYP26B1 expression vector was constructed by PCR amplification using cDNA from mouse ESCs and subcloned into pCAG-IP vector bearing puromycin resistant gene.

### Quantitative reverse transcription (RT)–PCR analysis

Quantitative RT–PCR (qRT–PCR) was performed using the StepOnePlusTM Real-Time PCR System (Applied Biosystems), with cDNAs generated by reverse transcription. TaqMan-based reactions (Invitrogen) quantified the expression levels of *Stra8* (Mm00486473_m1), *Slc25a31* (Mm00617754_m1), *Sycp3* (Mm00488519_m1), *Taf7l* (Mm00459354_m1), *Ddx4* (Mm00802445_m1), *c-Myc* (Mm00487803_m1), *N-Myc* (Mm00476449_m1), *L-Myc* (Mm03053598_s1) and *Max* (Mm00484802_g1), while qRT–PCR for other genes, including quantification of other *Myc* superfamily genes such as *Mxd1* (Supplementary Fig. 10), was done by SYBR Green-based method with the following oligonucleotides.

*L3mbtl2*: 5′-TACCTCATGAAGCGGTTGGT-3′ and 5′-CAACCCACTGGGTGGATC-3′

*Mxd1*: 5′-AGATGCCTTCAAACGGAGGAA-3′ and 5′-CAAGCTCAGAGTGGTGTGTCG-3′

*Mxi1*: 5′-AACATGGCTACGCCTCATCG-3′ and 5′-CGGTTCTTTTCCAACTCATTGTG-3′

*Mxd*3: 5′-GAGGCAGAGCACGGTTATG-3′ and 5′-TGTAGTGTATCGGGTACAGTCAA-3′

*Mxd4*: 5′-ATGGAGCTGAACTCTCTGCTG-3′and 5′-GTGAAGACCTGTTGTTCGGGG-3′

*Mga*: 5′-GAGGAGCACCTACCTACCTTCTTTGT-3′ and 5′-ACGGGCATCTCGATTAGTAACT-3′

*Mnt*: 5′-TCCTGTAGTGACCAATTCCCC-3′ and 5′-TGGCTCCTTAATGCTGAGTCC-3′

*Mlx*: 5′-GAGGACAGTGATTATCAGCAGGA-3′ and 5′-CATCCCTTCTCTTCTGTTCAGC-3′

*MondoA*: 5′-GACTCGGACACAGACGAGC-3′and 5′-GGAGAGGACACCATGAAGTGG-3′

### Immunostaining

For immunocytochemistry, cells were plated on 0.1% gelatin-coated Cell Disks (MS-92132, SUMITOMO BAKELITE Co., Tokyo, Japan) and cultured for an appropriate period. Then the cells were fixed with 4% paraformaldehyde for 20 min at room temperature. After extensive washes with phosphate-buffered saline (PBS), the cells were permeabilized and blocked in blocking buffer (PBS containing 0.3% Triton X-100, and 5% fetal bovine serum) for 60 min at room temperature. Subsequently, the cells were washed with PBS and then incubated with primary antibodies in blocking buffer at 4 °C overnight. After three washes with PBS, the cells were incubated with the appropriate Alexa Fluor dye-conjugated secondary antibodies (Invitrogen) and 3 μg ml^−1^ 4′,6-diamidino-2-phenylindole (DAPI) in blocking buffer at 37 °C for 1 h. The cells were washed and observed under a confocal laser scanning microscope (TCS SP8, Leica Microsystems) and analysed with ImageJ computer software. For immunohistochemistry, male testes and the genital ridges of male and female siblings were isolated from 8-week-old male mice and 13.5 dpc embryos, respectively. After fixing with 4% paraformaldehyde, the tissues were embedded in optimal cutting temperature (OCT) compound and frozen. Sections prepared from the frozen tissues were mounted on glass slides and subjected to immunostaining procedures as described above. The primary antibodies used were as follows: anti-SYCP1 (1:400, ab15090), anti-SYCP3 (1:400, ab97672), anti-STRA8 (1:400, ab49602), anti-REC8 (1:100, ab192241) and anti-Aurora B (1:1,000, ab2254) from Abcam; anti-MAX (1:100, sc-197), anti-L3mbtl2 (1:100, sc-134879) and anti-PLZF (1:100, sc28319) from Santa Cruz Biotechnology; 5-methylcytosine (1:100, 61255) and 5-hydroxymethylcytosine (1:100, 39791) from Active Motif; anti-γH2AX (1:1,000, #2577, Cell Signaling Technology); anti-cKIT (1:100, 553352) from BD Pharmingen; and Anti-Aurora A/B/C (1:300, BS-2445R) from Bioss Antibodies.

### Estimation of meiotic stages from SYCP3-staininig length

Germ cells in preleptotene, leptotene, zygotene, pachytene and diplotene stages were identified the ordinary way, with testis sections immunostained and counterstained with anti-SYCP3 antibody and DAPI, respectively. Subsequently, actual lengths of SYCP3-staininig regions were measured with respect to five representative chromosomes of each cell. Some cells with large dots, the width of which was more than 1.5 μm, often found in cells at preleptotene and leptotene stages, were eliminated from the analyses. Exploration of the relationship between averages of these measurements and meiotic stages led to the following criteria: preleptotene-like, <1.2 μm; leptotene-like, 1.2∼3.0 μm; zygotene-like, 3.0∼7.5 μm; and pachytene or diplotene-like, >7.5 μm. This method did not allow us to distinguish between pachytene and diplotene stages. These criteria were used to assign the stages of meiosis-like cells from *Max*-null ESCs. For details, see Supplementary Fig. 3.

### Gene disruption

The CRISPR/Cas9 system was used to conduct homozygous knockout of *Stra8* and *Blimp1* genes. The following oligonucleotides were used to edit exon 2 and exon 3 of *Stra8* and *Blimp1* genes, respectively.

*Stra8*: 5′-CACCGATAATGGCCACCCCTGGAGA-3′ and 5′-AAACTCTCCAGGGGTGGCCATTATC-3′.

*Blimp1*: 5′-CACCGATCATGAAAATGGACATGG-3′ and 5′-AAACCCATGTCCATTTTCATGATC-3′.

Sequences from the original genomic DNA are underlined. The oligonucleotides were annealed and subcloned into the Bbs1 site of the pX330-U6-Chimeric_BB_CBh-hSpCas9 vector^44^. The vector was then co-transfected with pCAG-IP into *Max-*null ESCs using lipofectamine 2000 (Invitrogen, Life Technology) and then subjected to puromycin selection. The resulting ESC colonies were individually cloned and used to prepare cell stocks and genomic DNA. Subsequently, PCRs were conducted to identify clones with homozygous knockout by direct DNA sequencing of the PCR products. Details of mutations in *Stra8* and *Blimp1* genes are shown in Fig. 4a and Supplementary Fig. 8, respectively.

### Lentivirus-mediated knockdown

Lentivirus-mediated knockdown of the expression of *Myc* superfamily genes and the *L3mbtl2* gene was conducted as described previously^45^. Sequences used for knockdown are shown in Supplementary Table 1.

### ChIP-PCR analyses

ChIP analyses were done with Dox-untreated and -treated *Max*-null ESCs for 4 days using antibodies against MAX or L3MBTL2. Primers used for amplifying promoter regions of *Ddx4*, *Slc25a31* and *Sycp3* genes, which were described by Maeda *et al.*^11^, Okashita *et al.*^46^ and Yamaguchi *et al.*^28^, respectively, are as follows:

*Ddx4*: 5′-ACTCACCTCTCCGCTCCAG-3′ and 5′-GTCGCCTGATGCTATTTGTTGT-3′.

*Slc25a31*: 5′-AAAGCTGCTGTGCACTGATTG-3′ and 5′-CTGAGGATGCTGGGAGAACAG-3′.

*Sycp3*: 5′-GGGGCCGGACTGTATTTACT-3′ and 5′-CTCCCCCATCTCCTTACCTC-3′.

### DNA microarray and GO analyses

Biotin-labelled cRNA was synthesized and then hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays (Affymetrix) according to the manufacturer's instructions. Microarray expression data were background subtracted and normalized by the robust multi-array analysis method using statistical software R. GO analyses were conducted using DAVID web tools (http://david.abcc.ncifcrf.gov). To eliminate redundancy, the selected GO terms were subjected to further analyses using AmiGO1 (http://amigo1.geneontology.org/cgi-bin/amigo/go.cgi) and REVIGO (http://revigo.irb.hr) web sites.

### DNA blot and bisulfite sequencing analyses

DNA blot analyses of global changes in 5mC and 5hmC due to *Max* expression ablation in ESCs were performed using genomic DNAs from Dox-untreated and -treated *Max*-null ESCs for 8 days as described by Blaschke *et al.*^29^. Bisulfite sequencing analyses of *Snrpn*, *Igf2r* and *H19* genes were performed with the same set of genomic DNAs using the following oligonucleotides, which are described by Lucifero *et al.*^47^

*Snrpn* first PCR: 5′-TATGTAATATGATATAGTTTAGAAATTAG-3′ and 5′-AATAAACCCAAATCTAAAATATTTTAATC-3′

*Snrpn* second PCR: 5′-AATTTGTGTGATGTTTGTAATTATTTGG-3′ and 5′-ATAAAATACACTTTCACTACTAAAATCC-3′

*Igf2r* first PCR: 5′-TTAGTGGGGTATAAAAGGTTAATGAG-3′ and 5′-AAATATCCTAAAAATACAAACTACAC-3′

*Igf2r* second PCR: 5′-GTGTGGTATTTTTATGTATAGTTAGG-3′ and 5′-AAATATCCTAAAAATACAAACTACAC-3′

*H19* first PCR: 5′-GAGTATTTAGGAGGTATAAGAATT-3′ and 5′-ATCAAAAACTAACATAAACCCCT-3′

*H19* second PCR: 5′-GTAAGGAGATTATGTTTATTTTTGG-3′ and 5′-CCTCATTAATCCCATAACTAT-3′

Uncropped versions of western blots shown in Fig. 4c and Supplementary Fig. 5a are shown in Supplementary Fig. 14a,b, respectively.

## Additional information

**Accession code:** DNA microarray data used in Fig. 5a have been deposited in the NCBI Gene Expression Omnibus under accession number GSE65700.

**How to cite this article:** Suzuki, A. *et al.* Loss of MAX results in meiotic entry in mouse embryonic and germline stem cells. *Nat. Commun.* 7:11056 doi: 10.1038/ncomms11056 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-14 and Supplementary Table 1.

## Figures and Tables

**Figure 1:**
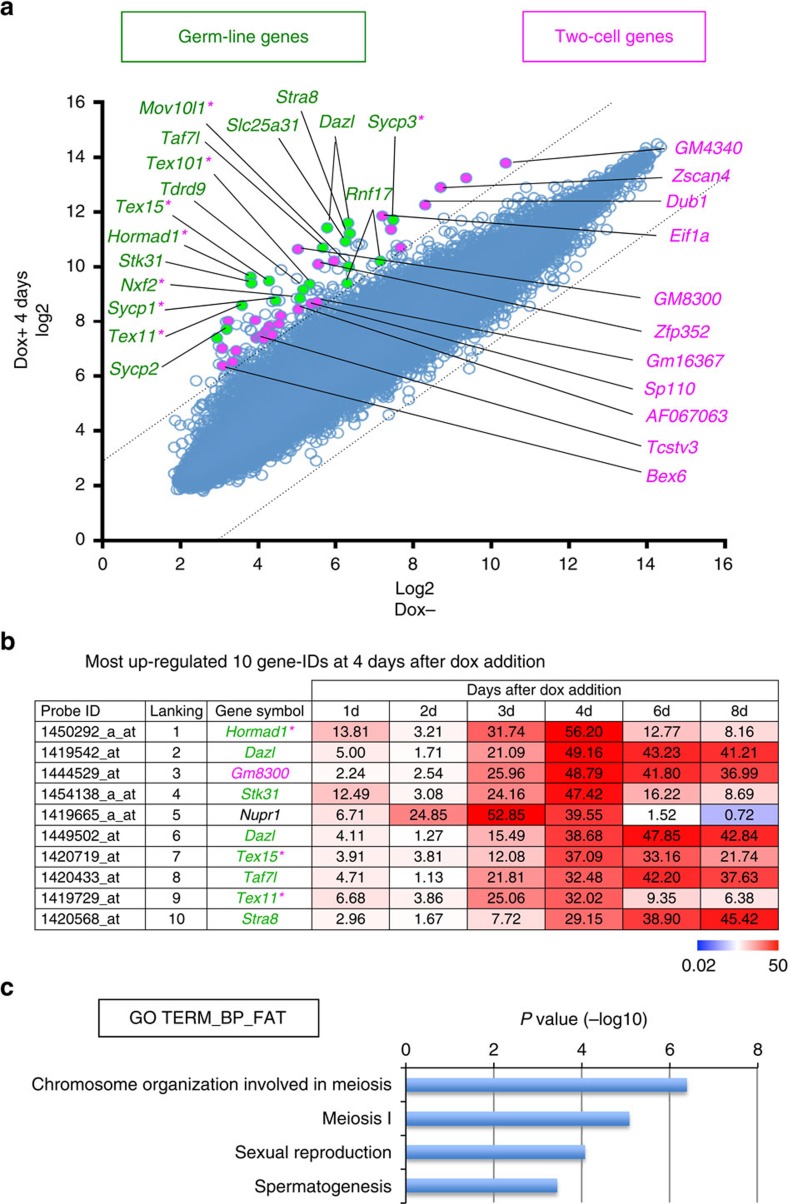
Elevation of germ cell- and two-cell embryo-related genes in ESCs subjected to *Max* expression ablation. (**a**) Scatter plots of DNA microarray data from untreated and Dox-treated *Max*-null ESCs for 4 days using our previously deposited DNA microarray data under accession number GSE27881. Among genes with highly elevated expression in Dox-treated *Max*-null ESCs compared with that in untreated control cells (eightfold or higher), genes related to germ cells (green) and/or two-cell embryos denoted by Macfarlan *et al.*^18^ (pink) are highlighted. Genes belonging to both categories are green with pink asterisks added to the gene names. (**b**) List of probe identifications (IDs) that showed the most conspicuous upregulation (top 10) in *Max*-null ESCs treated with Dox for 4 days (4d) and their expression changes during *Max* expression ablation in ESCs. *Dazl* is duplicated with different probe IDs. (**c**) GO analyses of genes showing more than eightfold higher expression in Dox-treated *Max*-null ESCs using DAVID software. The *P* value cutoff was set to <1 × 10^−3^.

**Figure 2:**
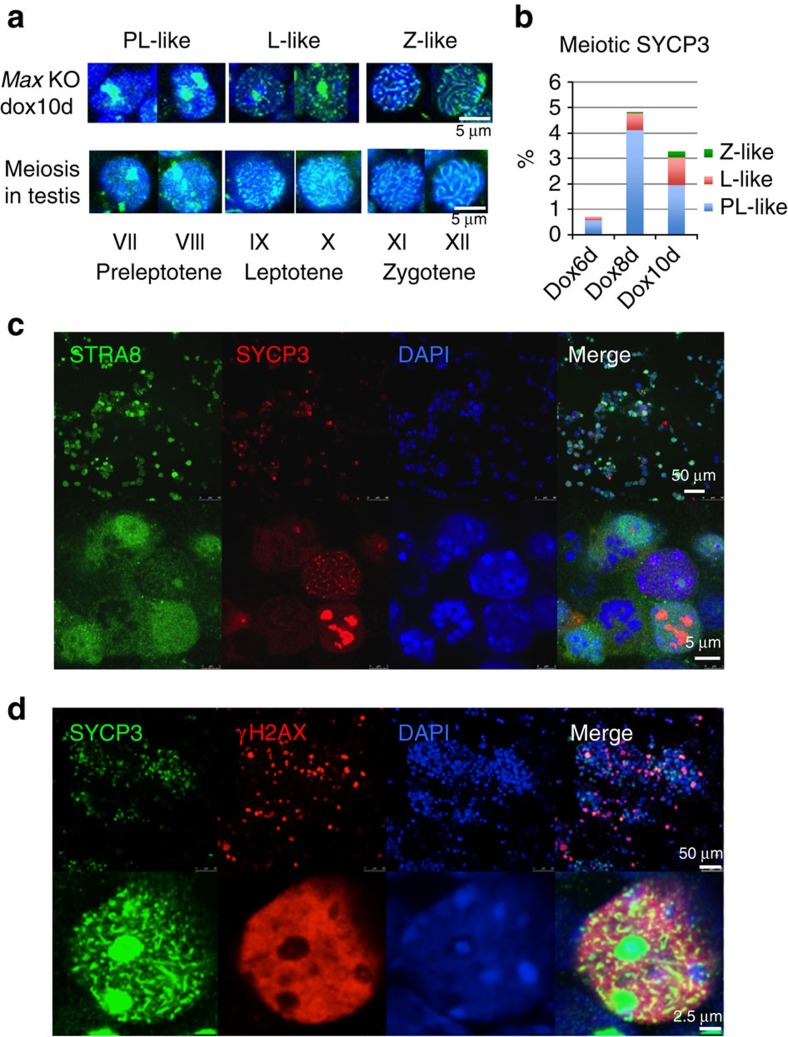
Cytological changes reminiscent of cells undergoing meiotic cell division processes. (**a**) Meiosis-like SYCP3-staining patterns in *Max*-null ESCs treated with Dox for 10 days. The meiosis-like SYCP3-staining patterns in *Max*-null ESCs were classified as preleptotene (PL)-, leptotene (L)- and zygotene (Z)-like patterns according to the criteria shown in Supplementary Fig. 3. (**b**) Frequency of preleptotene-, leptotene- and zygotene-like SYCP3-staining patterns in *Max*-null ESCs at the indicated days after Dox administration. (**c**) Co-immunostaining analyses of *Max*-null ESCs treated with Dox for 9 days with antibodies against SYCP3 and STRA8. (**d**) *Max*-null ESCs treated with Dox for 10 days were co-immunostained for SYCP3 and γH2A.X.

**Figure 3:**
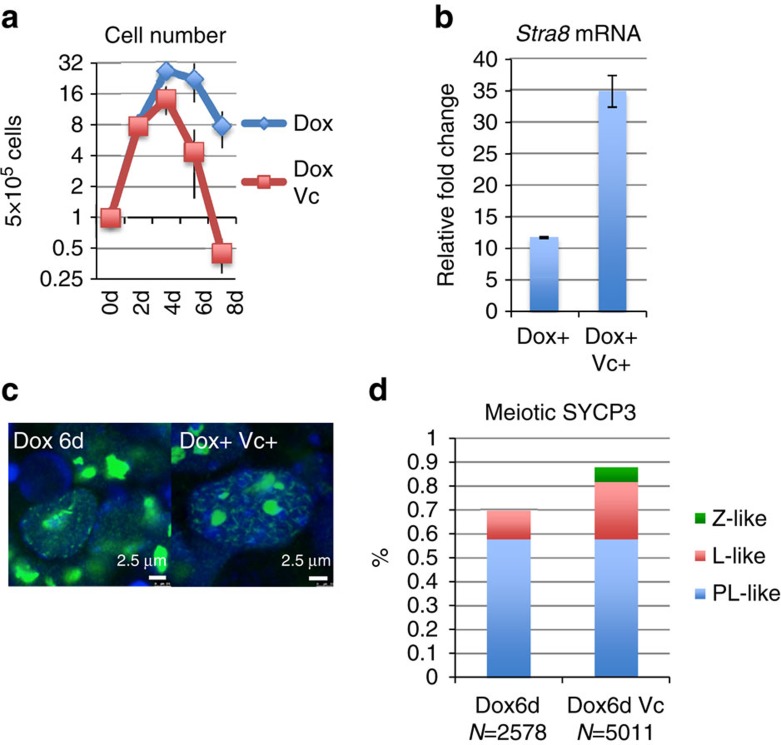
Vitamin C enhances meiosis-related changes in *Max* expression-ablated ESCs. (**a**) Total number of viable Dox-treated *Max*-null ESCs cultured in the presence or absence of vitamin C at the indicated days after Dox addition. The number of cells at day 0 (0d) was arbitrarily set to one (*n*=3, means±s.d.). (**b**) Expression levels of the *Stra8* gene in Dox-treated *Max*-null ESCs cultured in the presence or absence of vitamin C for 4 days (4d). The expression level of the *Stra8* gene in untreated control *Max*-null ESCs was arbitrarily set to one (*n*=3, means±s.d.). (**c**) Representative meiosis-like SYCP3-staining patterns in Dox-treated *Max*-null ESCs cultured in the absence or presence of vitamin C for 6 days (6d). (**d**) Frequency of meiosis-like SYCP3-staining patterns in *Max*-null ESCs treated only with Dox for 6 days or together with vitamin C.

**Figure 4:**
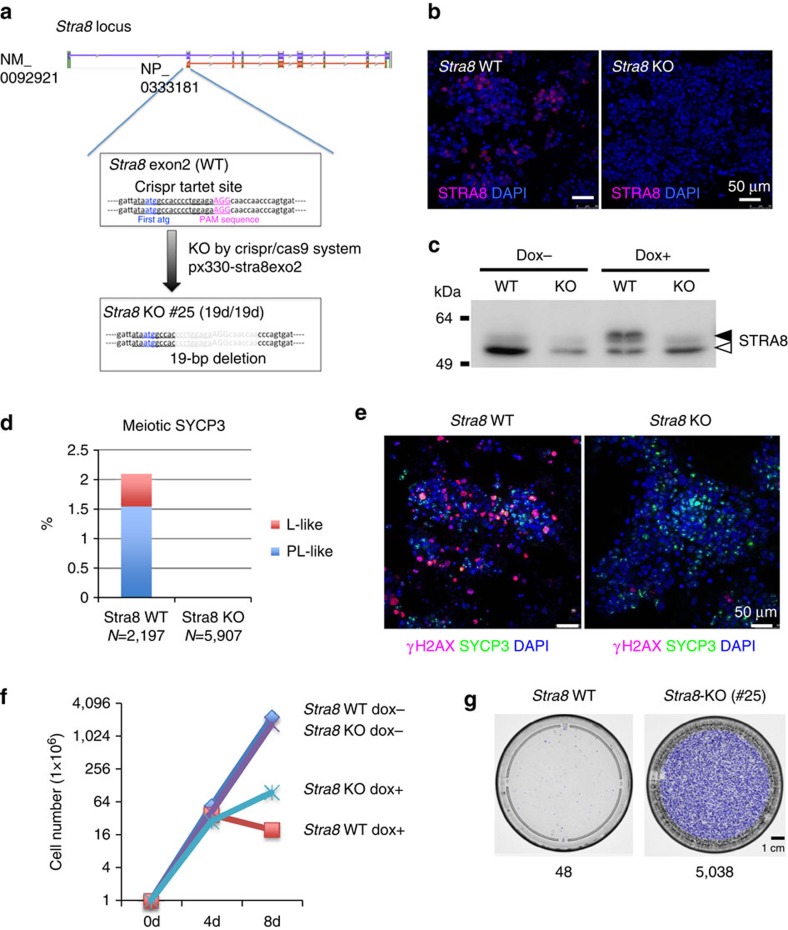
Induction of the *Max* expression ablation-mediated meiosis-like SYCP3-staining pattern in ESCs depends on the presence of a functional *Stra8* gene. (**a**) Schematic representation of CRISPR-Cas9-mediated disruption of the *Stra8* gene. Genomic analyses revealed that *Stra8* KO #25 clone had an out-of-frame mutation in both loci of the *Stra8* gene due to homozygous deletion of 19 base pairs located immediately downstream of the ATG initiation codon in exon 2 of the gene. (**b**) Confirmation of the absence of functional *Stra8* genes in the *Stra8* KO #25 *Max*-null ESC clone. The *Stra8* KO #25 clone and parental *Max*-null ESCs were treated with Dox for 9 days and then subjected to immunocytochemical analyses with an antibody against STRA8. (**c**) Western blot analyses of STRA8 in *Stra8* KO #25 clone and parental *Max*-null ESCs cultured in the presence or absence of Dox. Solid and open arrowheads indicate specific and non-specific bands, respectively. (**d**) Frequency of preleptotene-, leptotene- and zygotene-like staining patterns in the *Stra8* KO #25 clone and parental *Max*-null ESCs treated with Dox for 9 days. (**e**) Immunostaining analyses of γH2AX and SYCP3 in the Dox-treated (9 days) *Stra8* KO #25 clone and parental *Max*-null ESCs. (**f**) Increase in the recovery of viable Dox-treated *Max*-null ESCs due to homozygous knockout of the *Stra8* gene. The number of cells at day 0 was arbitrarily set to one. (**g**) *Max*-null ESCs (1 × 10^5^) with or without functional *Stra8* genes were individually transferred to 10-cm dishes and treated with Dox for 12 days. The cells were then subjected to Leishman's staining. Numbers under the dishes are the number of stained cell colonies. d, day; KO, knockout; WT, wild type.

**Figure 5:**
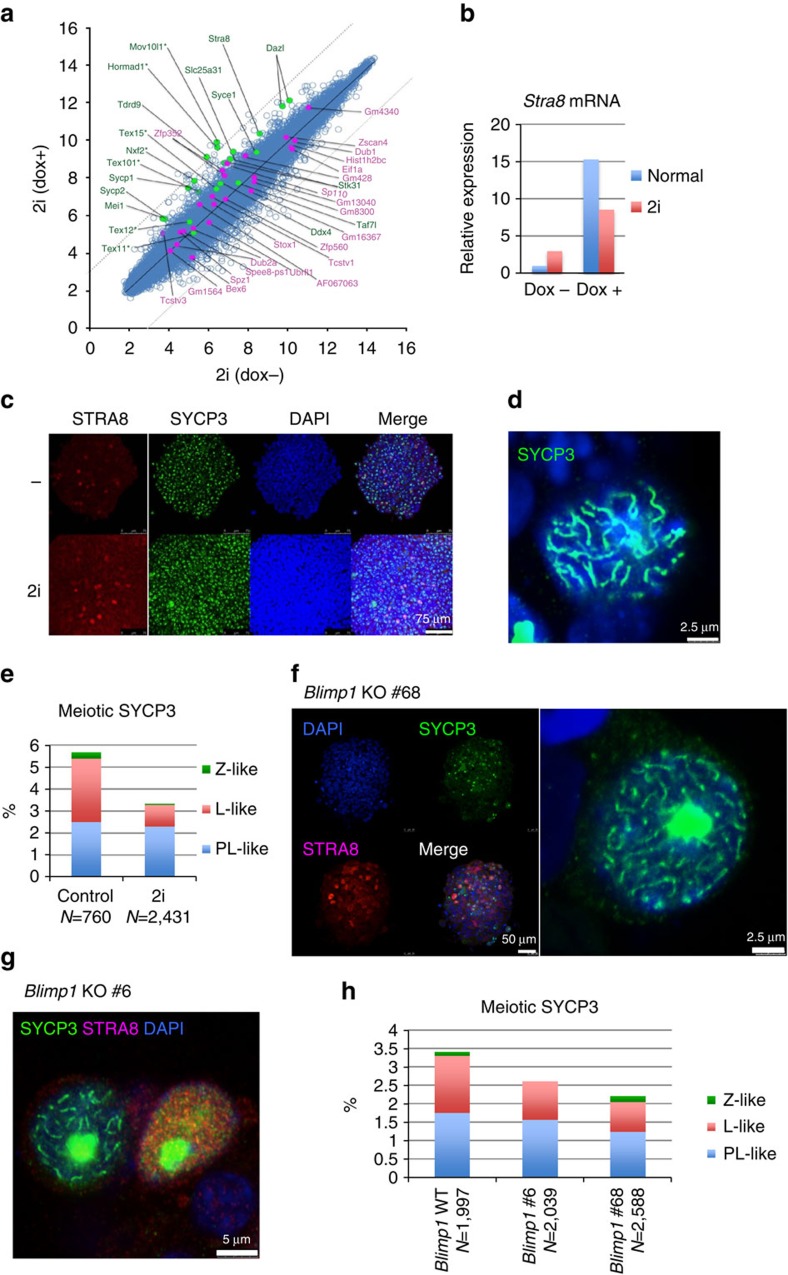
Occurrence of meiosis-like changes in *Max* expression-ablated ESCs without passing through the PGC state. (**a**) Scatter plots of DNA microarray data from untreated and Dox-treated *Max*-null ESCs cultured under the 2i+LIF condition. Genes highlighted in Fig. 1a are indicated by the same colours (green: germ cell-specific genes; pink: two-cell embryo-specific genes; green with an asterisk: genes belonging to both categories). (**b**) Measurement of *Stra8* mRNA levels by quantitative PCR in Dox-untreated and -treated *Max*-null ESCs cultured under conventional mouse ESC or 2i+LIF culture conditions. (**c**) Immunocytochemical analyses of STRA8 and SYCP3 in Dox-treated *Max*-null ESCs cultured under conventional mouse ESC or 2i+LIF culture conditions. (**d**) Representative image of the zygotene-like SYCP3-staining pattern observed in Dox-treated *Max*-null ESCs cultured under the 2i+LIF condition. (**e**) Frequency of meiosis-like SYCP3-staining patterns in Dox-treated *Max*-null ESCs cultured under conventional mouse ESC or 2i+LIF culture conditions. (**f**) Immunocytochemical analyses of STRA8 and SYCP3 in the Dox-treated *Blimp1* KO #68 *Max*-null ESC clone. Right panel shows a representative zygotene-like SYCP3-staining pattern. In this mutant clone, a single adenine nucleotide was inserted into both loci of exon 3 in the *Blimp1* gene, causing an out-of-frame mutation (for details, see Supplementary Fig. 8). (**g**) Leptotene-like immunostaining pattern of SYCP3 with high STRA8 expression (right) and the zygotene-like SYCP3-staining pattern (left) with low STRA8 expression in the Dox-treated *Blimp1* KO #6 *Max*-null ESC clone in which a large deletion had occurred in the region encompassing exon 3 and intron 3 in both loci of the gene (for details, see Supplementary Fig. 8). (**h**) Frequency of meiosis-like SYCP3-staining patterns in Dox-treated *Max*-null ESCs of *Blimp1* KO #68 and #6 clones. KO, knockout.

**Figure 6:**
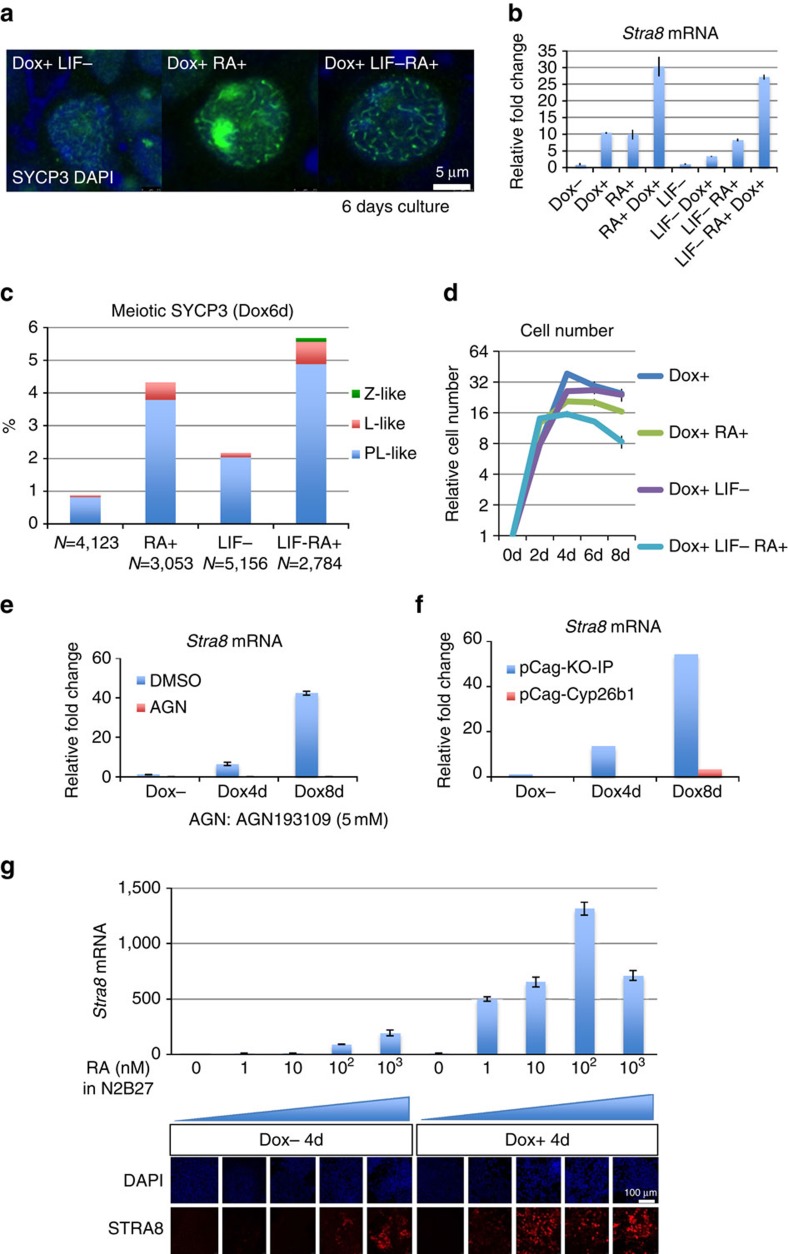
RA treatment potentiates meiosis-related changes in *Max* expression-ablated ESCs. (**a**) Representative images of meiosis-like SYCP3-staining patterns in Dox-treated *Max*-null ESCs cultured with or without RA in the presence or absence of LIF for 6 days. (**b**) Expression levels of the *Stra8* gene in Dox-treated *Max*-null ESCs cultured under the indicated conditions for 6 days. The *Stra8* gene expression level in Dox-untreated control *Max*-null ESCs cultured in the presence of LIF was arbitrarily set to one (*n*=3, means±s.d.). (**c**) Frequency of meiosis-like SYCP3-staining patterns in *Max*-null ESCs treated with Dox for 6 days or together with RA in the presence or absence of LIF. (**d**) Effect of RA on the recovery of viable Dox-treated *Max*-null ESCs cultured with or without LIF. The number of cells at day 0 was arbitrarily set to one (*n*=3, means±s.d.). (**e**) Quantification of *Stra8* mRNA levels in Dox-treated or -untreated *Max*-null ESCs cultured in the presence or absence of the RA receptor inhibitor AGN for the indicated days (*n*=3, means±s.d.). (**f**) Effect of the expression of *Cyp26b1* on *Stra8* expression levels in *Max*-null ESCs. (**g**) Dose-dependent effect of RA on *Stra8* expression levels in *Max*-null ESCs cultured in N2B27 with no RA as basal medium (*n*=3, means±s.d.).

**Figure 7:**
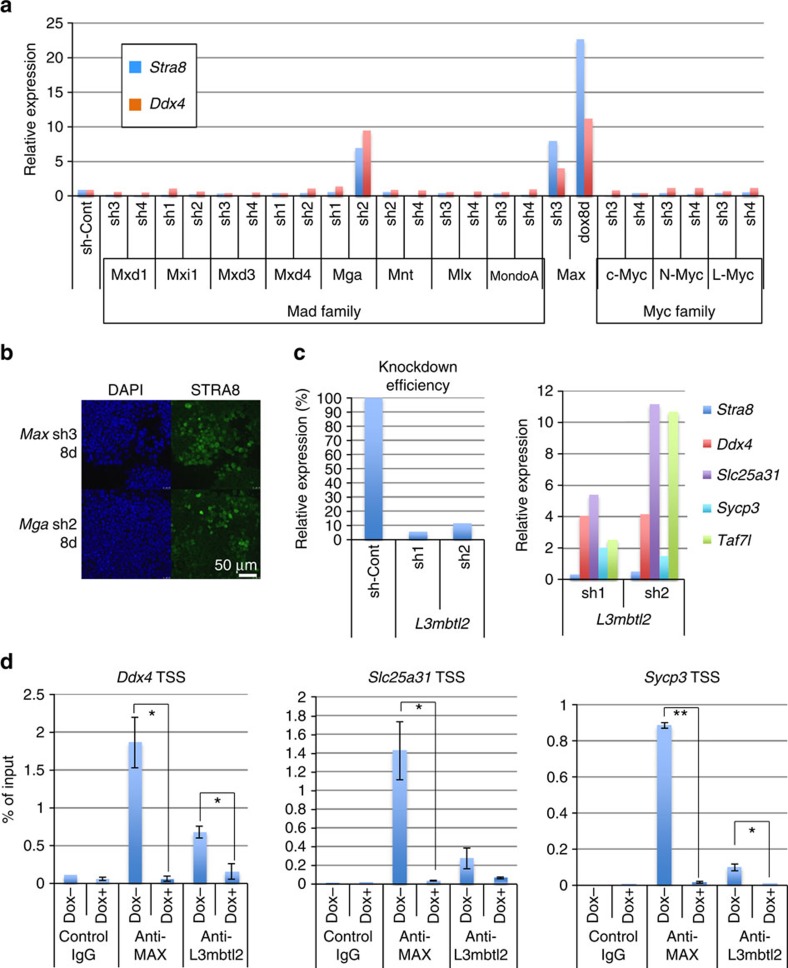
Implication of the MAX-containing PRC1.6 complex in the blockade of meiosis-related gene expression in ESCs. (**a**) Effect of knockdown of *Myc* superfamily genes on the expression of *Stra8* and *Ddx4* genes in ESCs. Expression levels of *Stra8* and *Ddx4* genes were quantitated in Dox-untreated *Max*-null ESCs subjected to lentivirus-mediated stable knockdown of the indicated genes. Expression levels of *Stra8* and *Ddx4* genes in cells subjected to knockdown with a scrambled sequence was arbitrarily set to one. Knockdown efficiency of each gene is shown in Supplementary Fig. 10a. (**b**) Immunocytochemical analyses of STRA8 in Dox-untreated *Max*-null ESCs in which expression of *Max* (upper) and *Mga* (lower) was subjected to lentivirus-mediated stable knockdown. (**c**) Effect of *L3mbtl2* knockdown on meiotic gene expression in ESCs. Lentivirus-mediated knockdown was conducted as described in **a.** Expression of *Stra8*, *Ddx4*, *Slc25a31*, *Sycp3* and *Tafl7* was determined by TaqMan-based quantitative PCR. (**d**) ChIP analyses of meiotic gene promoters with antibodies against MAX and L3MBLT2. Dox-untreated and -treated *Max*-null ESCs for 4 days were subjected to ChIP with either anti-MAX or L3MBLT2 antibodies. A ChIP reaction was also performed with control IgG. The genomic DNAs recovered by these ChIP reactions were individually subjected to quantitative PCR to quantify the relative amounts of *Ddx4*, *Slc25a31* and *Sycp3* gene promoters compared with those used as input samples (*n*=3, means±s.d.). Unpaired *t*-test was done to compare immunoprecipitation efficiency statistically between Dox-untreated and -treated *Max*-null ESCs (*P<0.05; **P<0.01).

**Figure 8:**
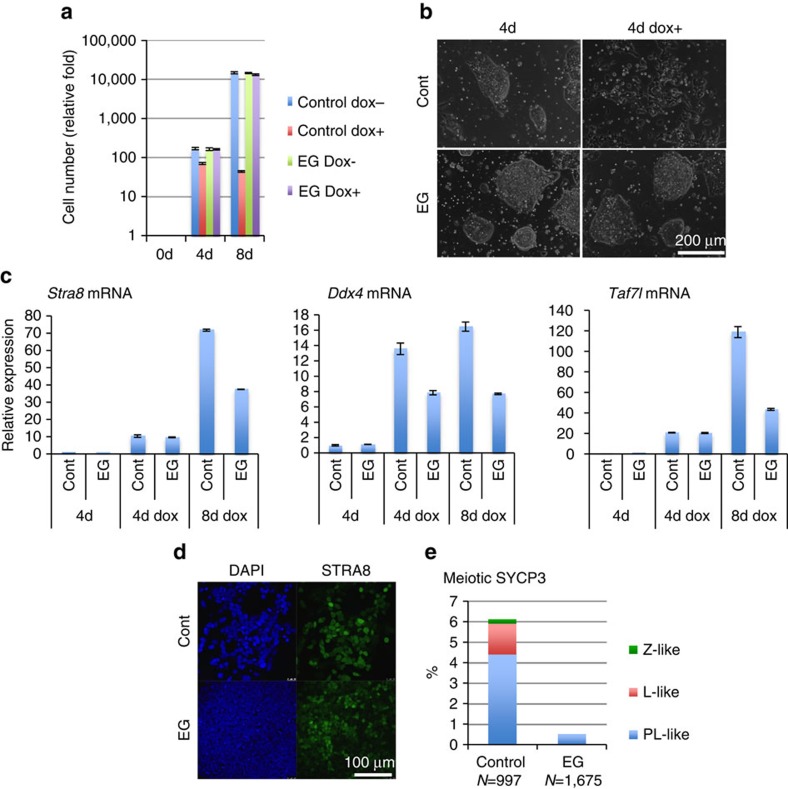
Meiosis-like changes in Dox-treated *Max*-null ESCs with rescued viability by mutant c-MYC/MAX. (**a**) *Max*-null ESCs with or without mutant c-MYC/MAX, whose expression was under the control of the constitutive β-actin promoter, were treated with Dox for the indicated days, and then viable cell numbers were counted. The number of cells at day 0 (0d) was arbitrarily set to one (*n*=3, means±s.d.). (**b**) Microscopic inspection of Dox-treated and -untreated *Max*-null ESCs for 4 days (4d) with or without mutant c-MYC/MAX. (**c**) Examination of the expression levels of meiotic genes in Dox-treated and untreated *Max*-null ESCs with or without mutant c-MYC/MAX. Expression levels of *Stra8*, *Ddx4* and *Tafl7l* were examined by TaqMan-based quantitative PCR (*n*=3, means±s.d.). (**d**) *Max*-null ESCs with or without mutant c-MYC/MAX were treated with Dox for 8 days (8d) and then subjected to immunostaining with antibodies against STRA8. (**e**) Frequency of the meiosis-like SYCP3-staining pattern in Dox-treated *Max*-null ESCs with or without mutant c-MYC/MAX for 8 days. Cont, control.

**Figure 9:**
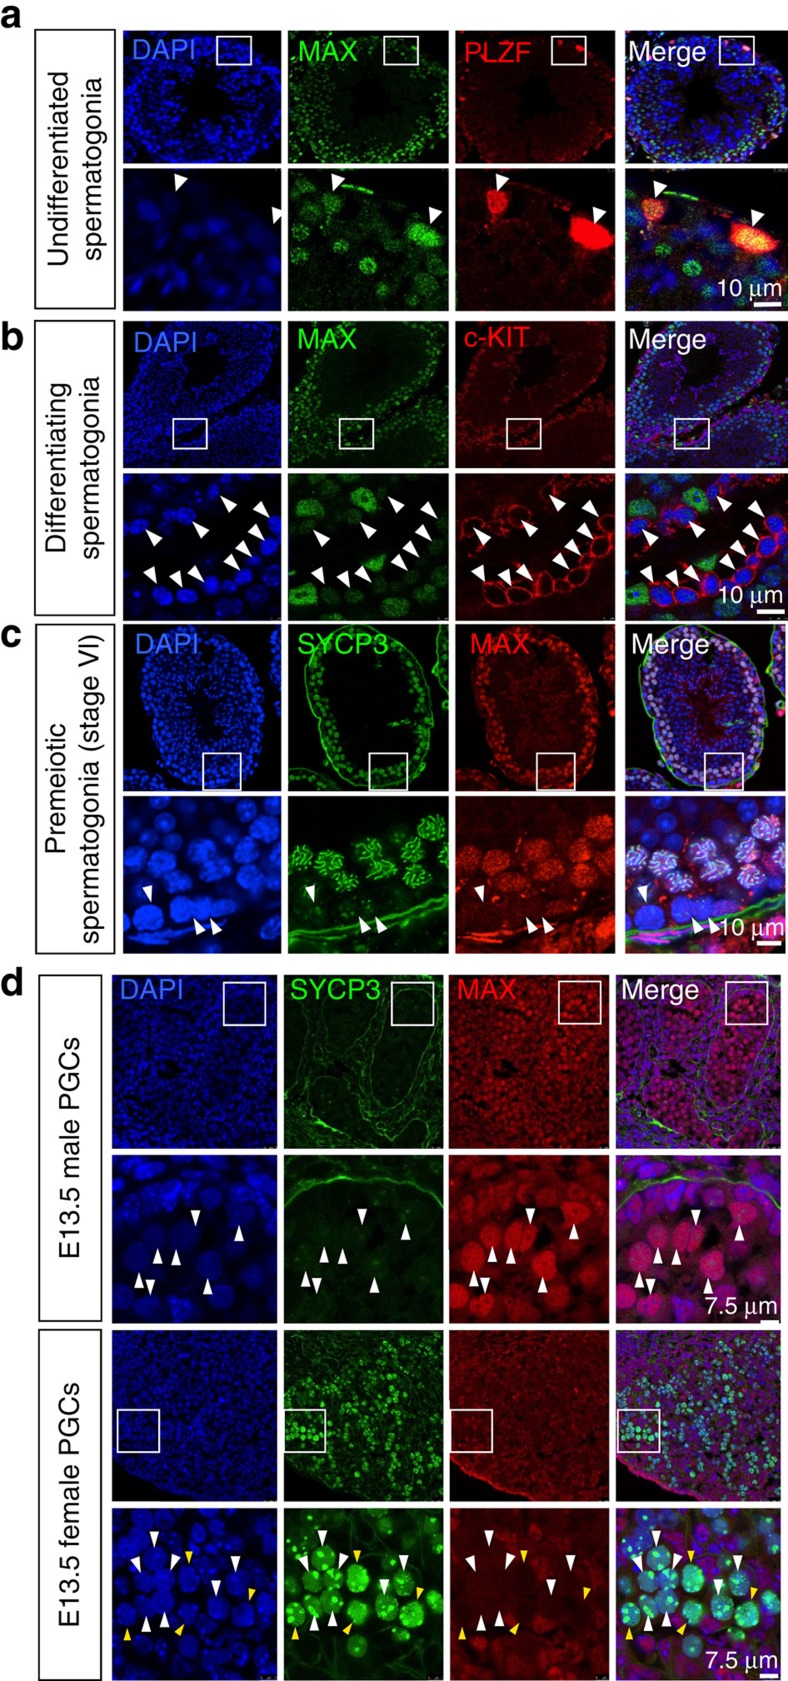
*Max* expression dynamics in normal gametogenesis. Frozen sections of testes from adult male mice were prepared and immunostained for MAX. The sections were also co-immunostained for PLZF (**a**), cKIT (**b**) or SYCP3 (**c**). Arrowheads in **a**,**b** and **c** indicate PLZF-positive undifferentiated spermatogonia that are strongly positive for MAX, cKIT-positive differentiating spermatogonia that are weak for MAX and cells undergoing meiotic cell division (presumable premeiotic type B spermatogonia) that are weak for both SYCP3 and MAX, respectively. (**d**) Decline of MAX expression levels in female, but not in male, PGCs of 13.5 dpc embryos. Male and female embryos (13.5 dpc) were recovered from a single pregnant female mouse, and then the genital ridges were recovered individually. After processing, sections were prepared and subjected to co-immunostaining with antibodies against MAX and SYCP3. Arrowheads shown in male genital ridges represent PGCs with strong and weak signals for MAX and SYCP3, respectively. Corresponding female PGCs with strong expression of SYCP3 are also indicated by arrowheads in which white and yellow indicate weak and almost no MAX expression, respectively.

**Figure 10:**
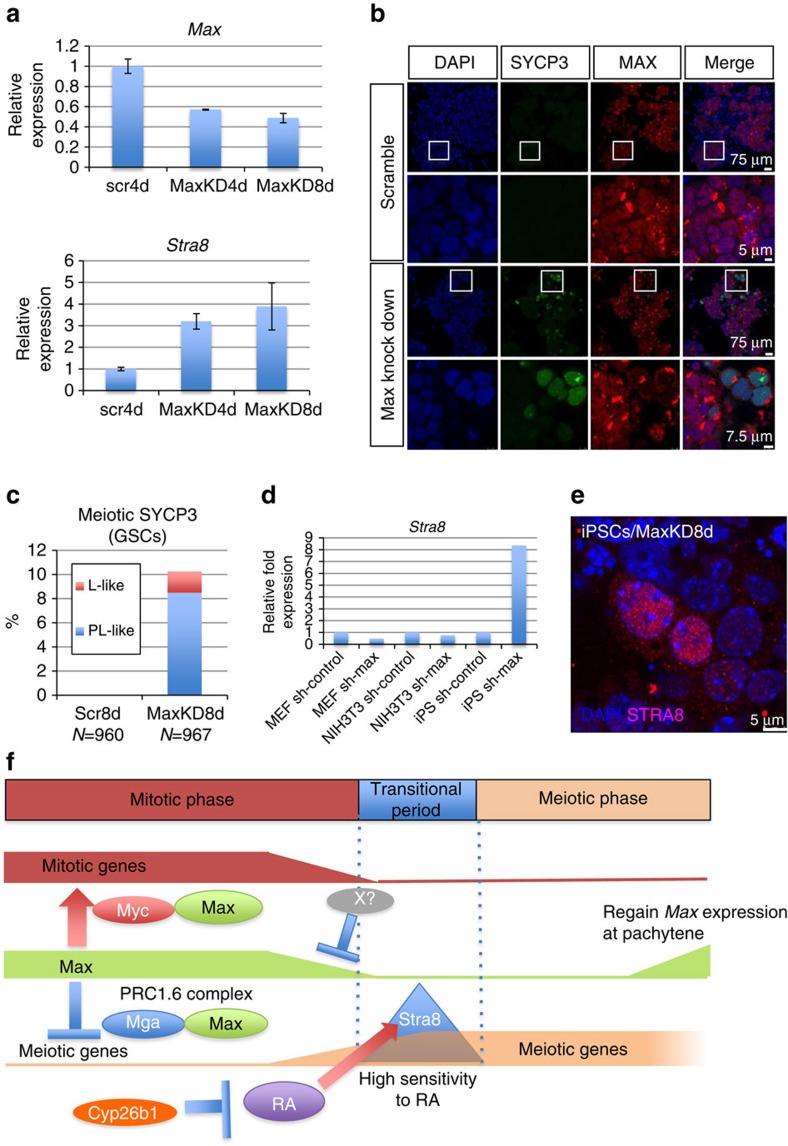
Induction of meiosis-like changes in GSCs by knockdown of *Max* expression. (**a**) Effect of *Max* knockdown in GSCs on expression of the *Stra8* gene. Lentivirus-mediated knockdown was conducted as described in Fig. 7. Upper panel shows the knockdown efficiency of *Max* expression (*n*=3, means±s.d.). (**b**) Effect of *Max* knockdown in GSCs on induction of the meiosis-like SYCP3-staining pattern. GSCs were subjected to knockdown with scrambled or specific sequences for *Max* expression and then applied to co-immunostaining analyses with antibodies against MAX and SYCP3. (**c**) Frequency of the meiosis-like SYCP3-staining pattern in GSCs subjected to lentivirus-mediated knockdown of *Max* expression. (**d**) Effect of *Max* knockdown in MEFs, NIH3T3 cells and iPSCs on the induction of *Stra8* expression. The levels of *Stra8* expression were measured by quantitative PCR. (**e**) Immunocytochemical analyses of iPSCs subjected to lentivirus-mediated knockdown of *Max* expression with an antibody against STRA8. (**f**) Schematic representation of possible inverse regulation of the expression of meiotic and mitotic genes through the control of *Max* expression for efficient meiosis. MAX is known to play important roles in preserving the stem cell properties of ESCs and GSCs by functioning as an obligated partner for MYC transcription factors. Our present study demonstrates that MAX also contributes to the maintenance of stemness of these cells by blocking expression of meiotic genes. Artificial and physiological declines in *Max* expression levels in ESCs and GSCs, respectively, enhance and reduce expression of meiotic and mitotic genes, respectively, through liberation from the MAX/MGA-dependent repression mechanism and the loss of MYC/MAX complex-dependent transcriptional activation. The former potentiates meiotic progression, whereas the latter results in disruption of the stem/progenitor properties and, therefore, facilitates cellular differentiation. Our data suggest that the MAX-containing PRC1.6 complex is the molecule responsible for the MAX-mediated repression of meiotic genes. However, it is unknown at present what lowers *Max* expression levels at the onset of meiosis in GSCs.

# Supplementary material for: Loss of MAX results in meiotic entry in mouse embryonic and germline stem cells
**Source:** Nat Commun. 2016 Mar 30;7:11056. doi: 10.1038/ncomms11056
**Supplement:** Supplementary Information — Supplementary Figures 1-14 and Supplementary Table 1.

## Supplementary Figure Legends

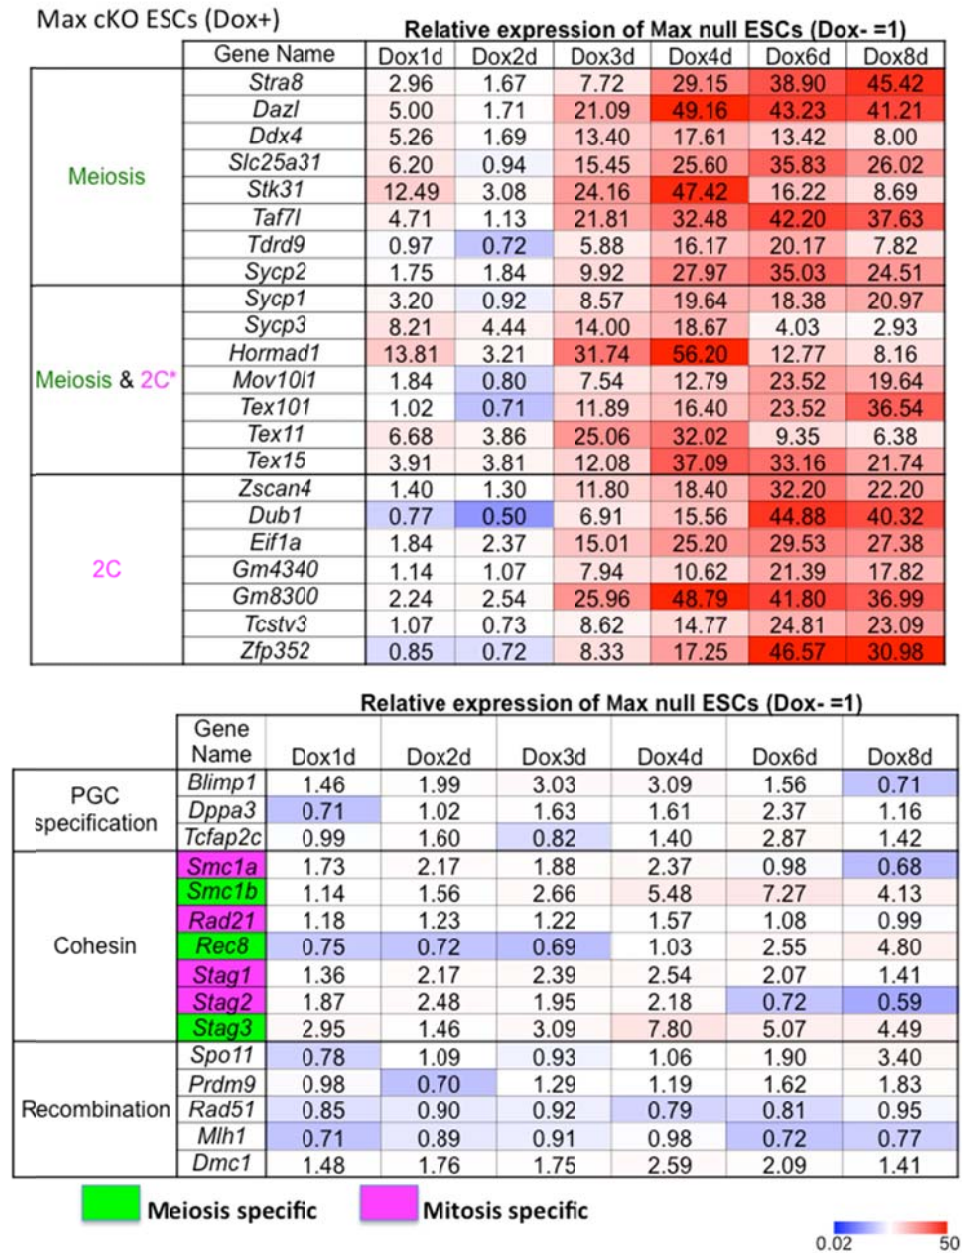

**Supplementary Figure 1** DNA microarray data of representative genes for germ cells and/or two-cell embryos. PGC specification genes such as *Blimp1* are shown separately from other germ cell marker genes. Expression data of genes encoding mitotic and meiotic cell division-specific cohesion components and genes for regulators of DNA recombination were also extracted from the DNA microarray data (GSE27881).

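This figure divides the level of each gene after 1 to 8 d of Dox by that in untreated *Max*-null ESCs in LIF+serum. A value of 1 stands for no change, and each value found here rests on 1 Dox array and 1 untreated array. The 8 genes of its meiosis group (*Stra8*, *Dazl*, *Ddx4*, *Slc25a31*, *Stk31*, *Taf7l*, *Tdrd9* and *Sycp2*) had a median of 4.85-fold at 1 d, 1.68-fold at 2 d, 14.4-fold at 3 d, 28.5-fold at 4 d, 35.4-fold at 6 d and 25.3-fold at 8 d, and all 8 rose in the trend over days. The 7 genes that it places in both meiosis and two-cell embryos (*Sycp1*, *Sycp3*, *Hormad1*, *Mov10l1*, *Tex101*, *Tex11* and *Tex15*) had a median of 3.91-fold at 1 d, 12.1-fold at 3 d, 19.6-fold at 4 d and 18.4-fold at 6 d, and 5 of them rose. The 4 two-cell genes with a probe set of their own (*Usp17la*, *Eif1a*, *Tcstv3* and *Zfp352*) had a median of 0.962-fold at 1 d, 4.06-fold at 3 d, 9.35-fold at 4 d and 27.1-fold at 8 d, and 3 of them rose. Adjusted over each list alone, 8, 7 and 3 genes rose, on lists that the authors chose on these arrays. Camera gave the groups adjusted p of 1.2e-07, 2.53e-06 and 0.00244 (adjusted p = 0.288 with an estimated correlation for each). Of the meiosis group 5 rose without the 3 d or the 6 d array and 4 without 4 d, and without 8 d all 7 genes of the second group rose. Limma called 0 genes of any group when the second untreated array was left out (8, 7 and 3 at an unadjusted p under 0.05).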

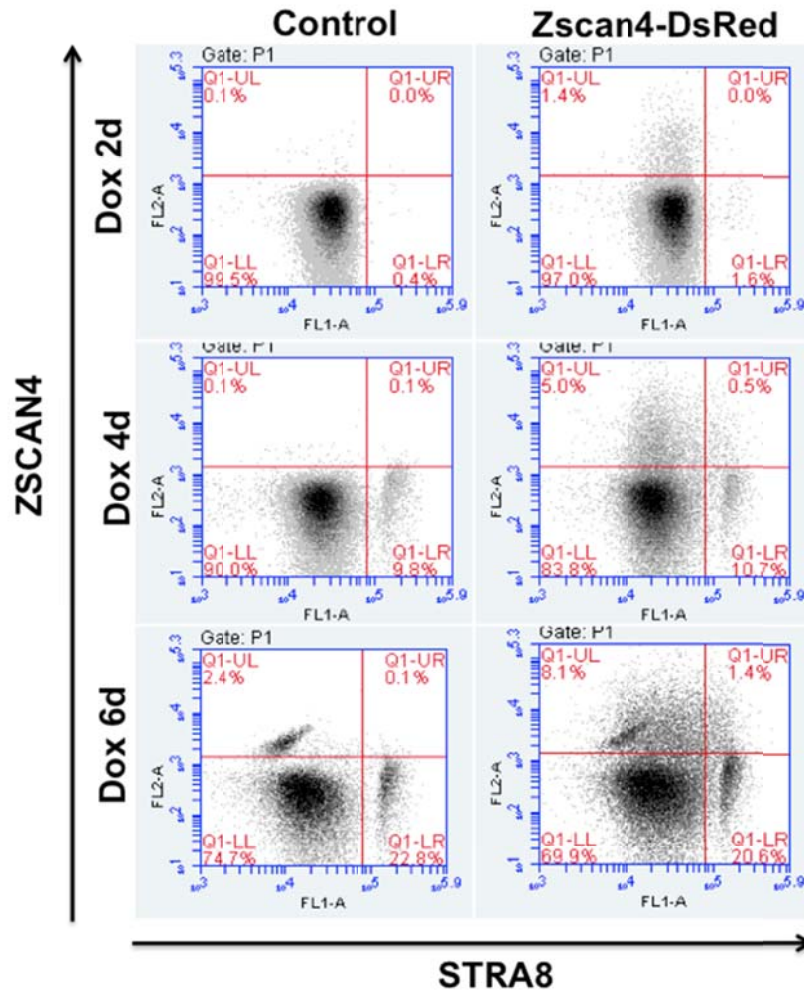

**Supplementary Figure 2** Flow cytometric analyses to explore the relationship between activation of two-cell signature genes and meiosis-like changes in *Max*-null ESCs. *Max*-null ESCs with or without a stably integrated DsRed reporter gene, whose expression faithfully recapitulates endogenous *Zscan4* gene expression, were treated with Dox for the indicated days and then immunostained with an anti-STRA8 antibody and Alexa 488-labelled secondary antibody. Subsequently, these cells were subjected to flow cytometric analyses. Although it is unknown which type of cells among Dox-treated *Max*-null ESCs bearing no DsRed reporter gene were judged as DsRed positive, such cells are considered to be included among *Max*-null ESCs with the reporter. Therefore, the percentage of the latter cells was subtracted from that of the former cells to estimate the actual frequency of DsRed-positive cells. Flow cytometric analyses were done as described previously<sup>46</sup>.

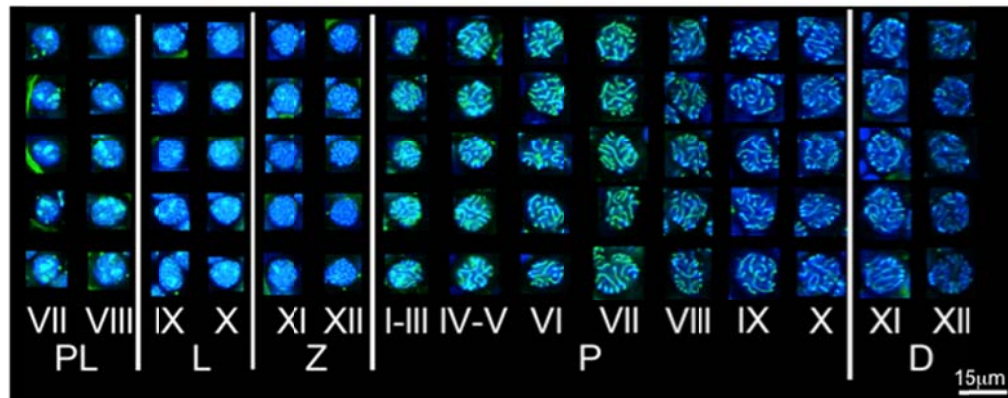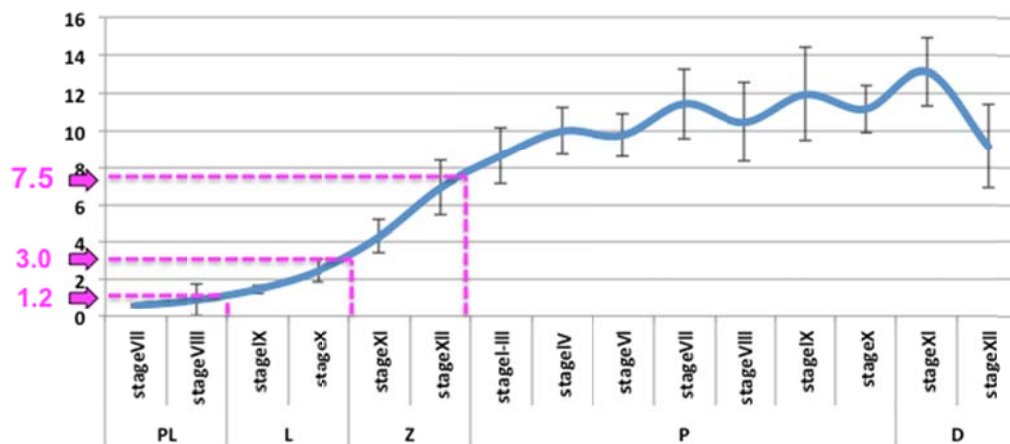

**Supplementary Figure 3** Institution of criteria to distinguish the stages of meiosis by SYCP3-staining patterns. Testis sections were prepared from adult male mice, immunostained for SYCP3, and then counterstained with DAPI. The stage (I–XII) of the seminiferous epithelium cycle in each section was determined by the SYCP3-staining pattern and nuclear shape of spermatids. Subsequently, meiotic cells in preleptotene, leptotene, zygotene, pachytene and diplotene stages were identified based on the SYCP3-staining pattern and the location of each cell in each epithelial cell layer. Then, five representative chromosomes of each cell were used to measure lengths of SYCP3-staining regions and averages of these measurements were calculated with respect to the cells shown at the top and shown as means $\pm$ s.d. Based on the data obtained from these analyses, three boundaries (1.2, 3.0 and 7.5  $\mu$ m) were set for the average length of SYCP3 staining to distinguish among meiotic cells at preleptotene, leptotene, zygotene and pachytene stages, and used to assign the stages of meiosis-like cells derived from *Max*-expression ablated ESCs. Pachytene and diplotene stages were indistinguishable using these criteria.

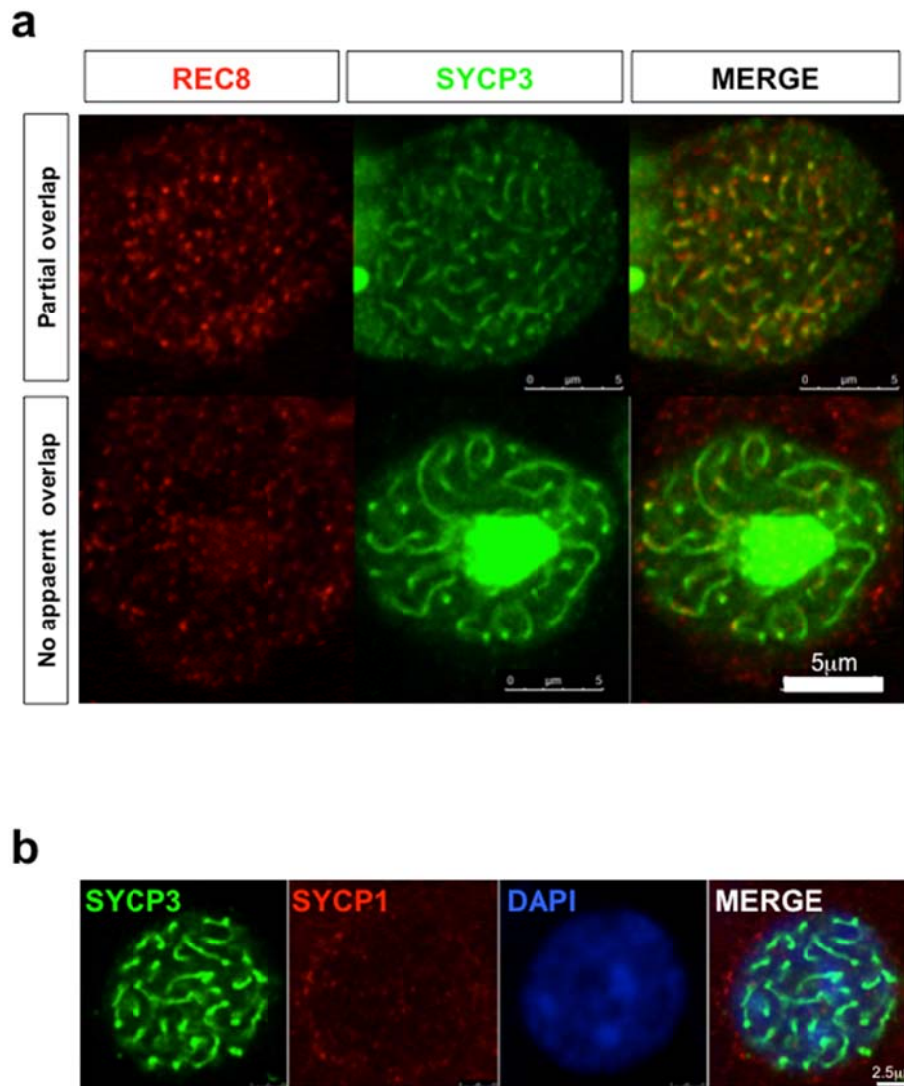

**Supplementary Figure 4** Co-immunostaining analyses of Dox-treated *Max*-null ESCs. **(a)** Dox-treated *Max*-null ESCs were co-immunostained for SYCP3 and REC8 as described in Fig. 2. Upper and lower panels are representative images of partial and almost no overlaps between REC8 and SYCP3 staining, respectively. **(b)** Dox-treated *Max*-null ESCs were co-immunostained for SYCP3 and SYCP1 as described in **a**.

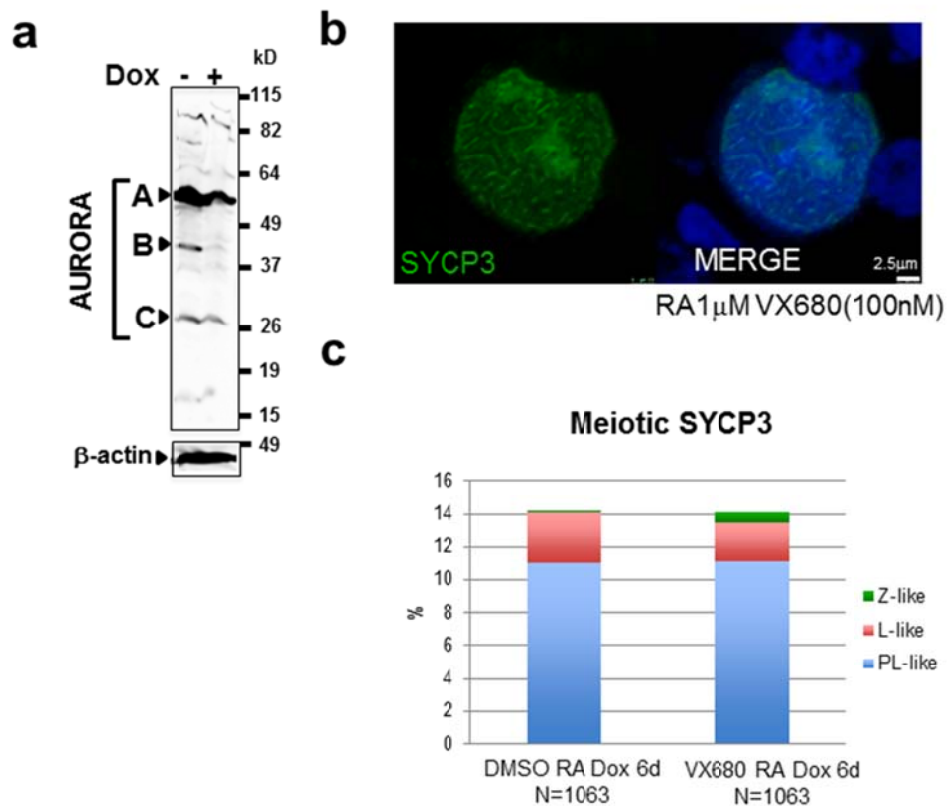

**Supplementary Figure 5** Examination of the possible involvement of aurora kinases in the meiosis-like changes of *Max* expression-ablated ESCs. **(a)** Examination of the amounts of aurora kinases by western blot analyses. Whole cell extracts were prepared from *Max*-null ESCs untreated or treated with Dox for 8 days. The extracts were subjected to western blot analyses using an antibody that reacts with all three types of aurora kinases (A, B and C) after SDS-polyacrylamide electrophoresis and transfer to a polyvinylidene fluoride membrane. kD, kilodalton. **(b)** Effect of the pan-aurora kinase inhibitor VX680 on the meiosis-like changes in Dox-treated *Max*-null ESCs. *Max*-null ESCs were treated with Dox either in the presence or absence of VX680 (100 nM) for 6 days and then subjected to immunostaining with an antibody against SYCP3. **(c)** Frequency of meiosis-like SYCP3-staining patterns in *Max*-null ESCs treated only with Dox or together with VX680.

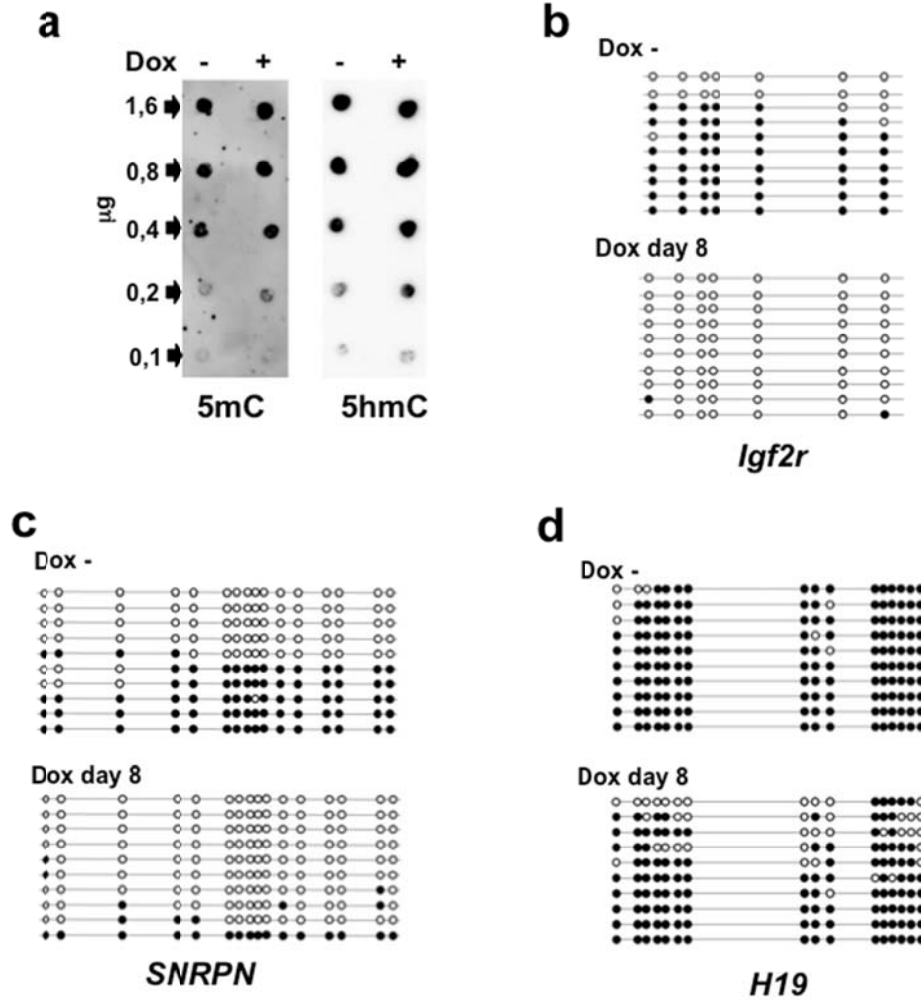

**Supplementary Figure 6** Examination of changes in the DNA methylation status of *Max* expression-ablated ESCs. **(a)** Comparison of 5mC and 5hmC levels in genomic DNAs between Dox-untreated *Max*-null ESCs and those treated with Dox for 8 days by dot blot analyses. **(b–d)** Bisulfite sequencing analyses were performed on maternally methylated DMRs of *Snrpn* **(b)** and *Igf2r* **(c)** genes, and the paternally methylated DMR of the *H19* **(d)** gene with the same genomic DNAs used in **a**.

**a**

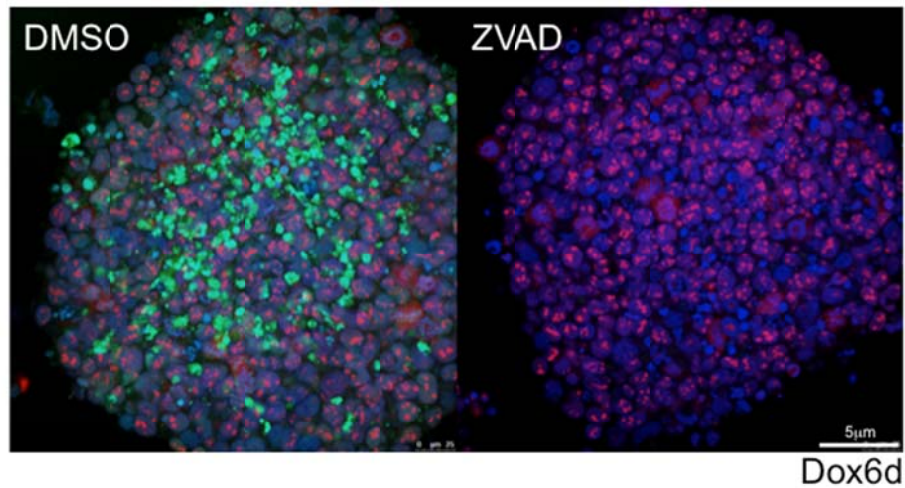

**b**

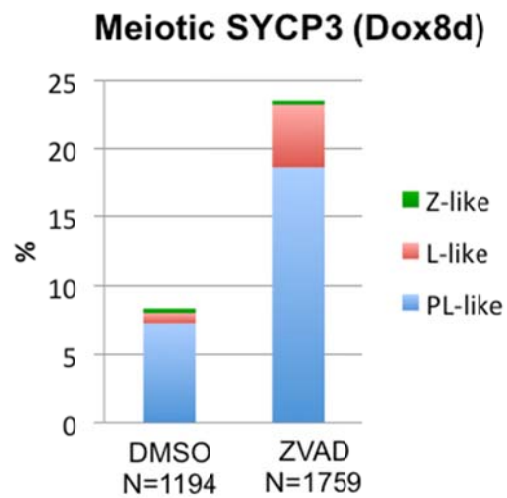

**Supplementary Figure 7** Effect of a caspase inhibitor on meiosis-like changes in *Max*-null ESCs. *Max*-null ESCs were treated with Dox and a caspase inhibitor, Z-VAD-FMK, or Dox alone with solvent (DMSO) for 6 days. These cells were then subjected to immunostaining for SYCP3 (pink). Activation levels of caspase-3/7 (green) were assessed using CellEvent Caspase-3/7 green detection reagent from Invitrogen. Cells were counterstained with DAPI. Assignment of the stage of meiosis-like cells derived from *Max*-null ESCs was performed according to the criteria in Supplementary Fig. 3.

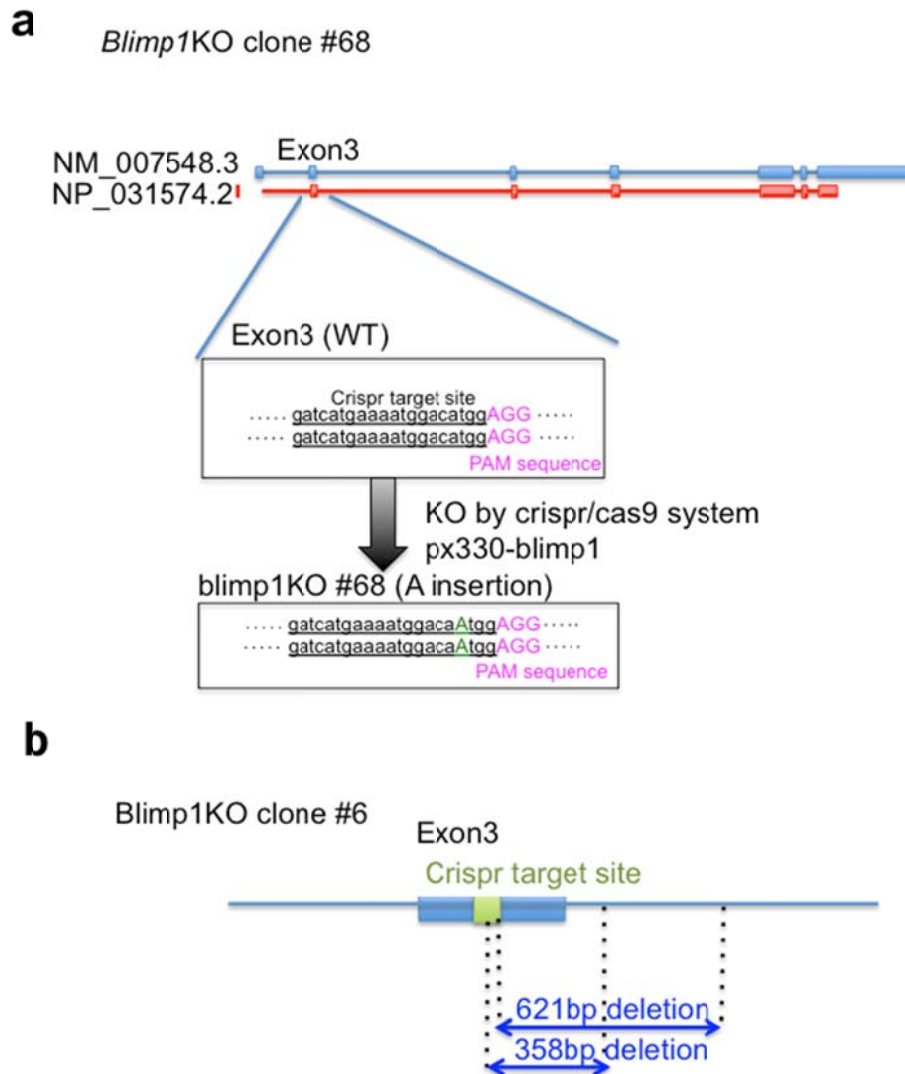

**Supplementary Figure 8** Schematic representation of two *Max*-null ESC clones without functional *Blimp1* genes. **(a)** *Blimp1* KO #68 *Max*-null ESCs. Adenine was inserted into the initiating ATG codon in both loci, making the coding sequence out of frame. Homozygosity of the mutation was confirmed by direct sequencing of PCR products without the subcloning step. **(b)** *Blimp1* KO #6 *Max*-null ESCs. Regions encompassing parts of exon 3 and intron 3 of the *Blimp1* gene were deleted in both loci as indicated. Therefore, functional BLIMP1 protein would not be produced because of an artificial stop codon at the immediate downstream portions of both strands.

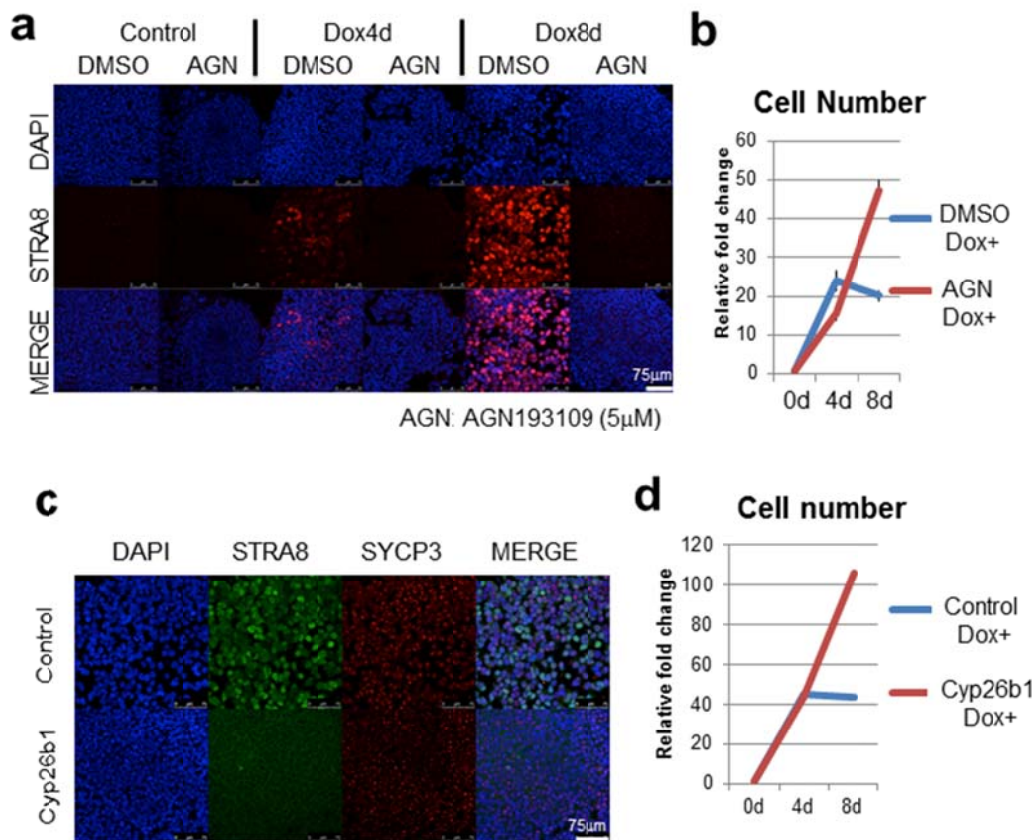

**Supplementary Figure 9** Removal of functional RA results in elimination of meiosis-related changes in Dox-treated *Max*-null ESCs. **(a)** Dox-treated and untreated *Max*-null ESCs cultured in the presence or absence of AGN for the indicated days were subjected to immunostaining with an antibody against STRA8. **(b)** Loss of meiosis-like changes was accompanied by an increase in the recovery of viable cells. Viable cells were counted with respect to Dox-treated *Max*-null ESCs cultured either in the presence or absence of AGN. The number of cells at the starting point was arbitrarily set to one ( $n=3$ , means $\pm$ s.d.). **(c)** Expression of *Cyp26b1* significantly lowered the levels of meiosis-like changes in *Max*-null ESCs. *Max*-null ESCs with stable transfection of a *Cyp26b1* expression vector under the control of the constitutive  $\beta$ -actin promoter or an empty vector were treated with Dox for 8 days and then co-immunostained with antibodies against STRA8 and SYCP3. **(d)** Expression of *Cyp26b1* led to an increase in the recovery of viable Dox-treated *Max*-null ESCs. Numbers of viable *Max*-null ESCs with or without expression of *Cyp26b1* were counted at the indicated days during Dox treatment. The number of cells at the starting point was arbitrarily set to one.

# Max cKO ESCs

|            |         | Relative expression of Max null ESCs (Dox- =1) |       |       |       |       |       |       |
|------------|---------|------------------------------------------------|-------|-------|-------|-------|-------|-------|
|            |         | Gene Name                                      | Dox1d | Dox2d | Dox3d | Dox4d | Dox6d | Dox8d |
|            |         | Max                                            | -     | -     | -     | -     | -     | -     |
| Mad family | Mxd1    | 0.94                                           | 0.92  | 0.86  | 0.76  | 1.03  | 1.01  |       |
|            | Mxi1    | 0.92                                           | 1.08  | 0.76  | 0.90  | 0.63  | 0.64  |       |
|            | Mxd3    | 0.87                                           | 0.64  | 0.66  | 0.55  | 0.48  | 0.54  |       |
|            | Mxd4    | 0.92                                           | 0.85  | 0.97  | 0.99  | 1.54  | 2.36  |       |
|            | Mga     | 3.22                                           | 3.16  | 4.30  | 4.45  | 1.66  | 0.80  |       |
|            | Mlx     | 0.76                                           | 0.72  | 0.79  | 0.58  | 0.49  | 0.63  |       |
|            | MondoA  | 0.82                                           | 0.80  | 0.82  | 0.86  | 1.78  | 2.03  |       |
|            | Mnt     | 1.33                                           | 1.01  | 1.37  | 1.34  | 0.67  | 0.72  |       |
| Myc family | Myc     | 1.45                                           | 0.50  | 1.78  | 1.68  | 1.06  | 1.12  |       |
|            | Mycn    | 1.34                                           | 0.96  | 1.90  | 2.09  | 1.76  | 0.42  |       |
|            | Mycl    | 0.90                                           | 0.91  | 1.06  | 1.17  | 1.31  | 1.78  |       |
| PRC1       | L3mbtl2 | 0.66                                           | 0.75  | 0.79  | 0.72  | 0.76  | 0.74  |       |
|            | Rybp    | 1.87                                           | 1.31  | 1.46  | 1.55  | 1.36  | 1.35  |       |
|            | Rnf2    | 1.48                                           | 1.67  | 1.84  | 2.27  | 1.30  | 1.10  |       |
|            | E2F6    | 1.23                                           | 0.70  | 0.90  | 0.78  | 1.15  | 1.02  |       |

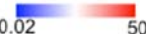

0.02 50

0.02 50

**Supplementary Figure 11** Effect of *Max* expression ablation in ESCs on expression of other *Myc* superfamily genes and genes encoding one of the components of the PRC1.6 complex. Expression data of *Myc* superfamily genes and genes encoding PRC1.6 complex components during Dox treatment of *Max*-null ESCs were extracted from DNA microarray data (GSE27881).

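MAX pairs with MYC proteins, which activate genes, and with MXD proteins, MNT and MGA, which repress them, while MLX and MLXIP form a parallel branch of the same family. In LIF+serum, *Mxd1* stood at 0.757-fold its untreated value at 4 d of Dox, 1.56-fold at 6 d and 1.6-fold at 8 d (adjusted p = 0.355 from limma), and *Mxi1* at 0.55-fold at 6 d and 0.59-fold at 8 d (adjusted p = 0.116). *Mxd4* was 1.21-fold at 4 d and 3.99-fold at 8 d (adjusted p = 0.0651 from limma). *Mlx* was 0.561-fold at 4 d and 0.424-fold at 6 d (adjusted p = 0.0684), and *Mlxip* was 1.78-fold at 6 d and 2.03-fold at 8 d (adjusted p = 0.132). *Myc* was 1.68-fold and *Mycn* 2.09-fold at 4 d, and *Mycn* stood at 0.421-fold at 8 d. None of *Mxd1*, *Mxi1*, *Mxd4*, *Mlx* and *Mlxip* passed the test in limma with all arrays. *Mxd4* passed without the first untreated array or without 2 d, *Mlx* without 8 d and *Mlxip* without the first untreated array.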

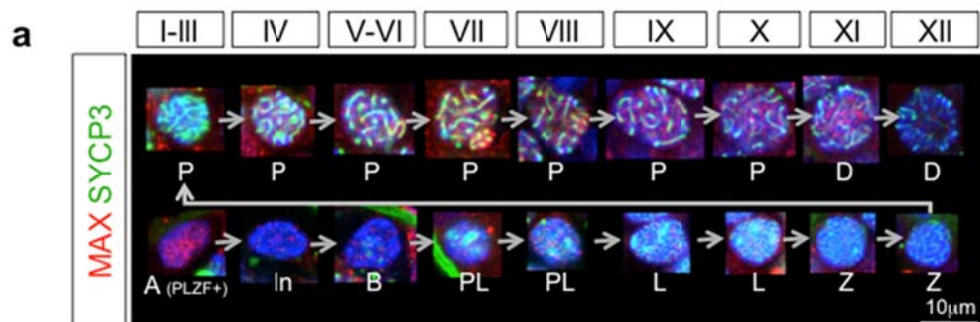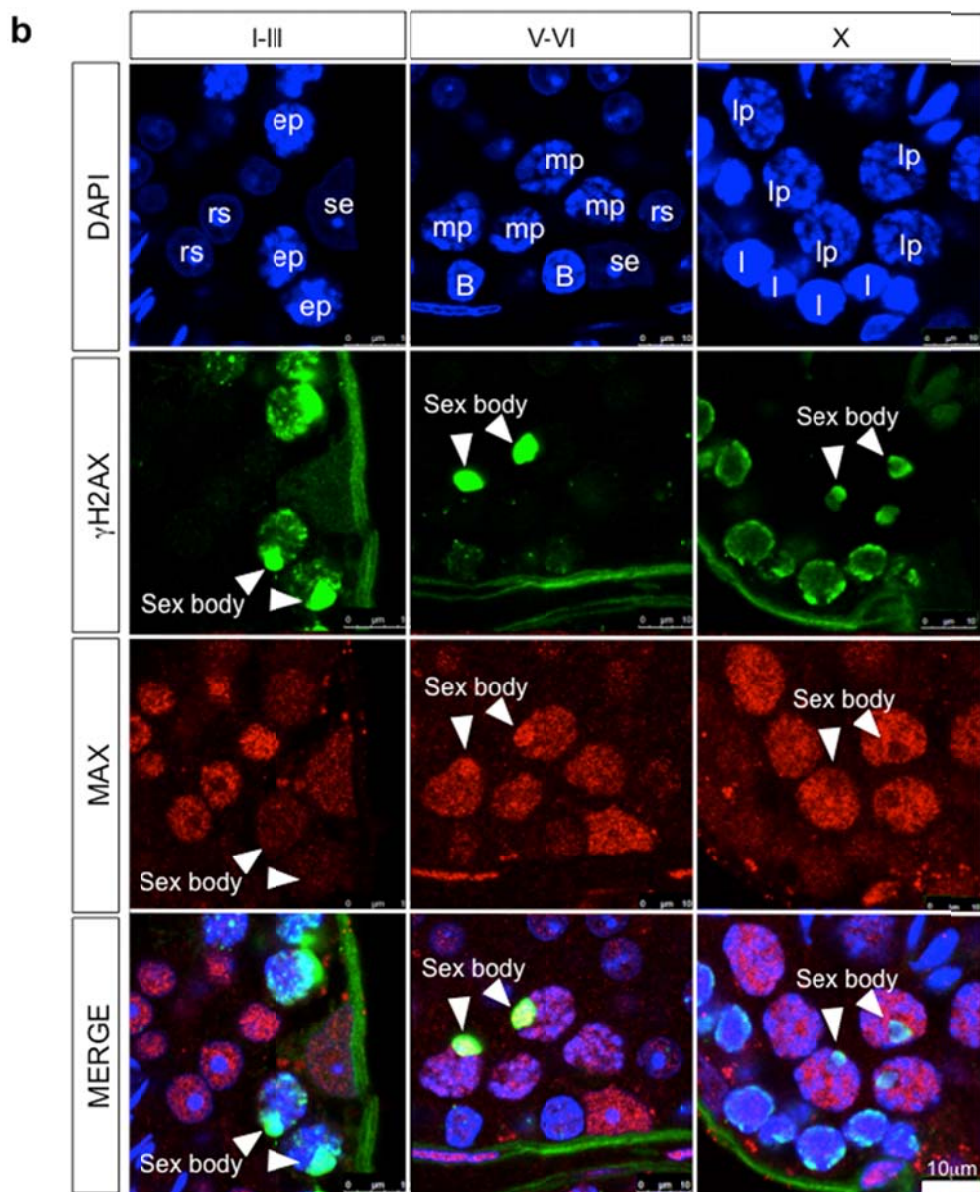

**Supplementary Figure 12** Comprehensive examination of MAX protein expression levels during the cycle of the seminiferous epithelium in testes. **(a)** Immunocytochemical analyses of the seminiferous epithelium were conducted with an antibody against MAX. Stages of the spermatogenic cycle were determined by the expression pattern of co-immunostained SYCP3 and the nuclear shape of spermatids visualized by DAPI staining. A-type, B-type and intermediate spermatogonia are denoted as A, B, and In, respectively, while PL, L, Z, P and D represent preleptotene, leptotene, zygotene, pachytene and diplotene, respectively. **(b)** Immunostaining of MAX in cells at the pachytene stage of meiotic cell division. Cells at the pachytene stage were identified by strong immunostaining for  $\gamma$ H2AX in the sex body, a characteristic structure observed at this stage. Germ cells at the pachytene stage in I, VII and X stages of the seminiferous epithelium cycle were designated as cells at early (ep), middle (mp) and late (lp) pachytene stages, respectively. rs, round spermatid.

**a**

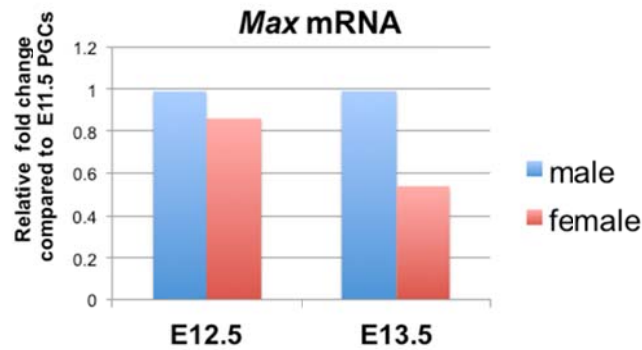

**b**

| PGCs          | Gene Name       | E10.5 |       | E12.5 |        | E13.5 |        |
|---------------|-----------------|-------|-------|-------|--------|-------|--------|
|               |                 | E10.5 | E11.5 | Male  | female | Male  | female |
| Meiosis       | <i>Stra8</i>    | 1.81  | 0.81  | 1.03  | 46.51  | 2.70  | 299.97 |
|               | <i>Dazl</i>     | 1.99  | 12.99 | 37.41 | 39.31  | 26.27 | 36.62  |
|               | <i>Ddx4</i>     | 3.15  | 6.62  | 9.78  | 10.71  | 11.80 | 13.14  |
|               | <i>Slc25a31</i> | 4.60  | 10.34 | 14.17 | 16.28  | 25.34 | 35.25  |
|               | <i>Stk31</i>    | 3.18  | 6.67  | 9.35  | 12.50  | 17.80 | 21.06  |
|               | <i>Taf7l</i>    | 1.16  | 1.65  | 1.83  | 3.89   | 13.51 | 62.06  |
|               | <i>Tdrd9</i>    | 1.31  | 1.38  | 1.97  | 2.59   | 4.16  | 5.46   |
|               | <i>Sycp2</i>    | 2.67  | 7.44  | 9.86  | 8.15   | 49.30 | 44.80  |
| Meiosis & 2C* | <i>Sycp1</i>    | 2.61  | 4.21  | 8.03  | 16.69  | 49.61 | 108.37 |
|               | <i>Sycp3</i>    | 1.97  | 4.91  | 5.73  | 8.89   | 11.95 | 34.86  |
|               | <i>Hormad1</i>  | 6.88  | 15.77 | 18.28 | 30.24  | 30.74 | 53.62  |
|               | <i>Mov10l1</i>  | 4.66  | 12.59 | 22.75 | 28.40  | 28.66 | 44.51  |
|               | <i>Tex101</i>   | 2.83  | 7.27  | 6.53  | 15.49  | 12.38 | 103.58 |
|               | <i>Tex11</i>    | 2.22  | 2.14  | 5.81  | 5.06   | 16.45 | 9.58   |
|               | <i>Tex15</i>    | 2.37  | 3.87  | 3.74  | 6.20   | 6.20  | 12.36  |
| 2C            | <i>Zscan4</i>   | 1.01  | 1.36  | 1.02  | 0.65   | 1.27  | 1.24   |
|               | <i>Dub1</i>     | 0.41  | 0.33  | 0.42  | 0.36   | 0.40  | 0.46   |
|               | <i>Eif1a</i>    | 0.60  | 0.31  | 1.03  | 0.37   | 0.47  | 0.68   |
|               | <i>Gm4340</i>   | 0.87  | 0.84  | 0.85  | 0.85   | 0.53  | 0.68   |
|               | <i>Gm8300</i>   | 1.21  | 0.96  | 0.76  | 1.20   | 1.10  | 0.97   |
|               | <i>Tcstv3</i>   | 0.62  | 0.86  | 0.70  | 0.78   | 0.72  | 1.04   |
|               | <i>Zfp352</i>   | 0.87  | 1.47  | 1.00  | 0.43   | 1.08  | 0.53   |

**Supplementary Figure 13** Comparison of expression of meiotic and two-cell signature genes between male and female PGCs. **(a)** Expression signal values of *Max* in male and female PGCs at 12.5 and 13.5 dpc. Expression values of *Max* in PGCs were extracted from DNA microarray data deposited under accession number GSE40412. **(b)** Expression signal values of germline-specific genes and/or two-cell signature genes in PGCs from 13.5 dpc embryos. Expression values of germline-specific genes and/or two-cell signature genes shown in Supplementary Fig. 1 were extracted from the above DNA microarray data of male and female PGCs.

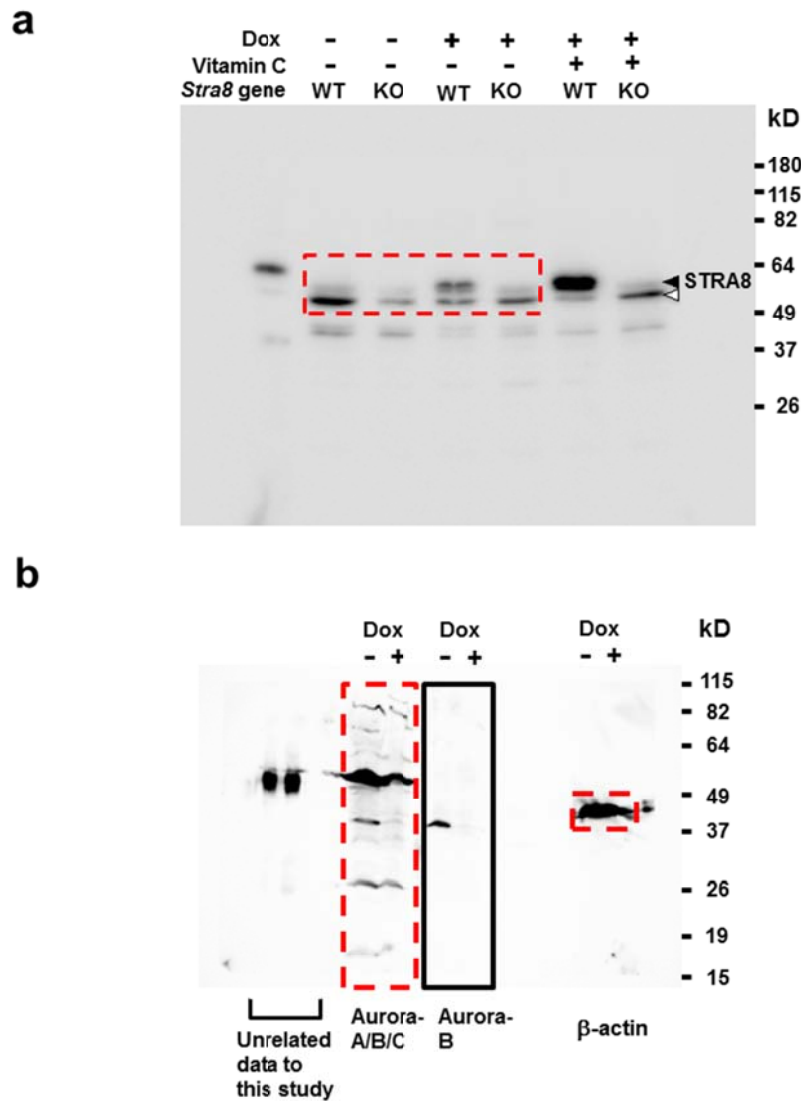

**Supplementary Figure 14** Unprocessed western blots. **(a)** Uncropped version of western blot scans in which red dashed lines delineate the region used as Figure 4c. The solid and open triangles indicate specific and non-specific bands reactive to anti-STRA8 antibody as in Figure 4c. kD, kilodalton. **(b)** Uncropped version of western blot scan obtained with an antibody recognising all three kinds of Aurora kinase (AURORA-A/B/C) and internal control  $\beta$ -actin. The regions used for supplementary Figure 5a. are indicated by red dashed lines. The solid rectangle shows western blot scan obtained with the same set of samples (whole cell extracts from Dox-untreated and -treated *Max*-null ESCs) using antibody specific for AURORA-B for a precise assessment of three different kinds of Aurora kinases (A/B/C) in SDS-polyacrylamide gel.

# Supplementary Table 1

## Sequence used for lentivirus-mediated knockdown

|             |                                                                    |
|-------------|--------------------------------------------------------------------|
| Max sh3     | 5'-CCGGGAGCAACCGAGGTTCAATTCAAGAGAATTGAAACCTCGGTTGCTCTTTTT-3'       |
| Mxd1 sh3    | 5'-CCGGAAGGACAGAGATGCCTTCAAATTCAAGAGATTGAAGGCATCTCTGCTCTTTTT-3'    |
| Mxd1 sh4    | 5'-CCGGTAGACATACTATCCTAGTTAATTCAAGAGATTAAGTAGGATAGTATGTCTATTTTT-3' |
| Mxi1 sh1    | 5'-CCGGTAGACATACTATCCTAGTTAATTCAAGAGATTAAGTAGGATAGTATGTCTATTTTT-3' |
| Mxi1 sh2    | 5'-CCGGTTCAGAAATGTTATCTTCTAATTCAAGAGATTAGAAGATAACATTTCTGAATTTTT-3' |
| Mxd3 sh3    | 5'-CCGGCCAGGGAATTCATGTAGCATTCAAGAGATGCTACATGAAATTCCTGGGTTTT-3'     |
| Mxd3 sh4    | 5'-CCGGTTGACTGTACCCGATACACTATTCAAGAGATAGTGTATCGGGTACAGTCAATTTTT-3' |
| Mxd4 sh1    | 5'-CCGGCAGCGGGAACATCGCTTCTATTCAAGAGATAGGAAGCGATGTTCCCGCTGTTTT-3'   |
| Mxd4 sh2    | 5'-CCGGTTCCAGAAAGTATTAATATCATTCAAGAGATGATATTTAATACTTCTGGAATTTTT-3' |
| Mga sh1     | 5'-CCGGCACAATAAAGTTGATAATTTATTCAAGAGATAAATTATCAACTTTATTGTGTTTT-3'  |
| Mga sh2     | 5'-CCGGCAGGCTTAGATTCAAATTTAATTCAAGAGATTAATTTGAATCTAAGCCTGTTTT-3'   |
| Mnt sh2     | 5'-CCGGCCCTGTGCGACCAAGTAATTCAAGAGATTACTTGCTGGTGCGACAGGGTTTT-3'     |
| Mnt sh4     | 5'-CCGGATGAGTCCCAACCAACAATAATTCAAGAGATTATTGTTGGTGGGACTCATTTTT-3'   |
| Mlx sh3     | 5'-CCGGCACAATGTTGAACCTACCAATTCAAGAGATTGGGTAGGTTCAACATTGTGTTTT-3'   |
| Mlx sh4     | 5'-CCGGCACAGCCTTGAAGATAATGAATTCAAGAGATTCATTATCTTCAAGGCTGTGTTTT-3'  |
| Mon1A sh3   | 5'-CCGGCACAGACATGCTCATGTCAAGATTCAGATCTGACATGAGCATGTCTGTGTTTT-3'    |
| Mon1A sh4   | 5'-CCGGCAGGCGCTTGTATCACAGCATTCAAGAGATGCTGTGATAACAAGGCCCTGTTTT-3'   |
| c-Myc sh3   | 5'-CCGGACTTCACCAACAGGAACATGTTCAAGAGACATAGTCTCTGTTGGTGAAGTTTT-3'    |
| c-Myc sh4   | 5'-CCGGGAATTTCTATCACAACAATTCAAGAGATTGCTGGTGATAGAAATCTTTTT-3'       |
| N-Myc sh3   | 5'-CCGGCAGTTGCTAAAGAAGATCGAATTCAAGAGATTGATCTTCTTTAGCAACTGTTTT-3'   |
| N-Myc sh4   | 5'-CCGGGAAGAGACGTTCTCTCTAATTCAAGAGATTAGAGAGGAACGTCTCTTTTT-3'       |
| L-Myc sh3   | 5'-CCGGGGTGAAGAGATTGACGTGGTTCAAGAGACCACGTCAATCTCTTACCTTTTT-3'      |
| L-Myc sh4   | 5'-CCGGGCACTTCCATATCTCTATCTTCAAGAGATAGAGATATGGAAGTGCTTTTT-3'       |
| L3mbtl2 sh1 | 5'-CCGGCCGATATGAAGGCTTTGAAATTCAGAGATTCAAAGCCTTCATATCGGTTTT-3'      |
| L3mbtl2 sh2 | 5'-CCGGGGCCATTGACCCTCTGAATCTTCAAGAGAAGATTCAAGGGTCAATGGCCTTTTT-3'   |

How the deposited data were processed for this re-analysis (not part of the article)

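Gene expression was measured on Affymetrix mouse genome arrays in *Max*-null ESCs, 8 arrays in LIF+serum (2 untreated, and 1 each after 1, 2, 3, 4, 6 and 8 d of Dox) and 2 in 2i+LIF (untreated and after 6 d of Dox). Samples were mapped to conditions by the sample labels and the paper.

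The authors subtracted the background and normalized the arrays by robust multi-array analysis in R, and they deposited the values on the log2 scale. The submitters' processing notes name RMA and affy, and their versions are not given in the sources used here. Which arrays were normalized together is not given there either, and the medians of the 2 arrays in 2i+LIF lie below the others. RMA gives arrays normalized together nearly the same distribution of values and shrinks differences among weak signals, so folds of genes near the background are likely smaller than those of their transcripts. The value table held 45101 probe sets, of which 64 control probe sets were left out. The other 45037 were named by a table made from the platform's annotation, which paired 34945 with 1 symbol (18193 genes), 932 with several and did not list 9160. No symbol changed when it was matched by Entrez ID to the RefSeq gene table, and no column of the value table was left unused. No gene was named from a probe set with several symbols.

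From the deposited log2 values, a slope per day of Dox was fitted to each probe set over the 8 arrays in LIF+serum with limma 3.58.1 (lmFit and eBayes, R 4.3.3), with the array set as a covariate. The fit had 5 residual and 4.81 prior degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over all probe sets at a threshold of 0.05. A second limma fit compared Dox 4 d with the mean of both untreated arrays, with 1 residual and 6.19 prior degrees of freedom. Folds are differences of log2 values from the untreated array of the same set, turned into ratios, and probe sets were counted at 8-fold, the paper's threshold. The other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

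The tests, the alternatives, 39 gene lists and the rule for named genes were fixed before the data were examined. The rule took every gene named in Fig. 1a, Fig. 1b, Fig. 5a, Supplementary Fig. 1 and Supplementary Fig. 11 and the aurora kinases, whose values the paper partly prints and which had been seen there, the 10 genes with the largest folds up and down at 4 and 8 d and in 2i+LIF, the 10 with the largest slopes up and down, and up to 4 members of each list with the largest change. Some further members are named to show genes that did not pass. The lists are the paper's own groups and lists of germ cell, embryonic, pluripotency, growth, stress, cell cycle, signalling and metabolic genes. Each list was tested with camera on the limma fit, with a preset correlation of 0.01 and again with an estimated correlation, and with fry, with 1 probe set per gene and Benjamini-Hochberg adjustment over the lists. At single times, a list's median fold was ranked among 10000 random lists of the same size, matched in 20 bins of mean expression. With 1 array per Dox time, no p-value was computed for a single time other than 4 d.

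Alternatives left out the array set term, used log2(day + 1) or a quadratic term, kept only probe sets that reached 6 (log2), normalized the arrays by quantiles once more, used eBayes with trend and robust, averaged the probe sets of a gene, left out each array in turn, changed the untreated reference or counted at 4-fold. Each step was tested on simulated data. For the trend, slopes of 0.25 per day were found for 87 of 100 raised probe sets and slopes of 0.5 for 100 of 100, with 11 false calls among 45037. For Dox 4 d, log2 changes of 2 were found for 5 of 100 and of 4 for 95 of 100, with 12 false calls. In the list test, 1 of 1 raised list was found and 0 others were. The simulated result does not give the rate of false calls in lists of correlated genes, such as the germline list (estimated correlation 0.763). Of unchanged lists, 6.5% fell below the 5th and 7.5% above the 95th percentile. All 200 probe sets raised for the count were counted as 8-fold higher.

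The number of arrays, not a depth of reads, limits the precision here. The gene ontology terms of Fig. 1c and the gene sets of the paper's other assays were not analysed here, and some members of the gene lists are not reported here.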

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

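The tests of a higher level on the second untreated array, of a scale shift between the array sets, of probe sets lower at 4 d than at 1 d, of lists without the paper's genes and without the 6 d and 8 d set were chosen only after the result was seen.

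Several gene lists other than the paper's own moved with days of Dox in LIF+serum, which is why they are given here. Of 47 measured MYC-bound growth genes, 22 fell and none rose (31 fell when adjusted over the list alone), and camera gave an adjusted p of 1.589e-11 (adjusted p = 0.288 with an estimated correlation). *Srm*, the spermidine synthase gene, stood at 0.185-fold at 8 d (adjusted p = 0.00541 from limma), the RNA polymerase I subunit gene *Polr1b* at 0.276-fold (adjusted p = 0.00826) and *Cdk4* at 0.384-fold (adjusted p = 0.00716). Without the 1, 3, 4 or 6 d array 13, 10, 8 and 12 of them fell, and without the second untreated array limma called 0 (0 higher and 20 lower at an unadjusted p under 0.05).

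Of 13 glycolysis genes, 5 fell in LIF+serum and none rose (9 fell when adjusted over the list alone; camera adjusted p = 0.005116, adjusted p = 0.493 with an estimated correlation). *Slc16a3*, which exports lactate, stood at 0.277-fold at 8 d, *Pfkl* at 0.288-fold and *Tpi1* at 0.351-fold, and all 3 fell in limma (adjusted p = 0.016, 0.0129 and 0.0167). The second untreated array held 0.285 times the *Slc16a3* value of the first, so its fold at 8 d depends strongly on the untreated array used. The median of the list at 8 d was 0.583-fold, and 0.453-fold against the first untreated array. In 2i+LIF the list's median log2 fold was 0.82, against -1.18 at 6 d in LIF+serum, with 12 of 13 genes above their untreated value, *Slc16a3* at 9.29-fold and *Tpi1* at 3.54-fold. This difference between the media was not tested. Leaving out any 1 of the first untreated and the 1, 2, 3 and 4 d arrays left 3 genes that fell, leaving out 8 d gave 9 that fell and 1 that rose, and leaving out the second untreated array gave 0 in limma (0 higher and 2 lower at an unadjusted p under 0.05).

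Of 16 genes of the response to retinoic acid, which induces *Stra8* in germ cells, 4 rose and none fell (7 rose when adjusted over the list alone; camera adjusted p = 0.0207, adjusted p = 0.288 with an estimated correlation, and 0.554 without the 6 d and 8 d set). *Rarb*, a receptor and target of retinoic acid, was 6.72-fold at 8 d (adjusted p = 0.00285 from limma), *Aldh1a2*, which makes retinoic acid, 4.88-fold (adjusted p = 0.00805), and *Crabp1* 2.73-fold (adjusted p = 0.0214). Without the 2 d array 6 rose, and without the second untreated array limma called 0 (2 higher at an unadjusted p under 0.05). *Crabp1* also lost its call without the 4 d array. In 2i+LIF the median was 1.02-fold and *Crabp1* stood at 0.442-fold.

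The other meiotic prophase genes gave a camera adjusted p of 1.825e-09 and the two-cell genes that the paper does not highlight 0.0008307 (adjusted p = 0.288 and 0.33 with an estimated correlation). Without the genes that are in the paper's lists too, 3 and 1, these were 3.78e-07 and 0.00347 (adjusted p = 0.288 and 0.347 with an estimated correlation). Of 16 genes of the piRNA pathway, 4 rose and 1 fell (5 and 1 when adjusted over the list alone; camera adjusted p = 0.02849, adjusted p = 0.493 with an estimated correlation). *Tdrd7* was 19.8-fold at 8 d (adjusted p = 0.00232 from limma), *Boll*, a relative of *Dazl*, 7.31-fold at 6 d (adjusted p = 0.0086) and *Mael* 6.99-fold at 8 d (adjusted p = 0.0176), whereas *Tdrd12* fell to 0.159-fold (adjusted p = 0.0308). Without the 4 d array 2 rose, *Tdrd12* lost its call without 6 or 8 d, *Mael* lost its own without 4 d, and without the second untreated array limma called 0 (4 higher and 0 lower at an unadjusted p under 0.05).

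For 6 of the genes in the paper's figures the log2 fold at 6 d had opposite signs in both media and a size of at least 0.5 in each medium, from 1 Dox and 1 untreated array, and these differences were not tested. *Nupr1* had a log2 fold of -1.93 in 2i+LIF and 0.61 in LIF+serum. The MAX partners *Mnt*, *Mxi1* and *Mxd3* had log2 folds of 1.15, 0.76 and 0.75 in 2i+LIF and of -0.58, -0.86 and -1.08 in LIF+serum. *Mga* had -0.74 and 0.73, and the two-cell gene *Bex6* -1.46 and 3.85.

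The folds of 4 germline genes, *Stk31*, *Sycp3*, *Hormad1* and *Tex11*, at 6 d were under 0.5 of those at 4 d. The median change of their log2 folds, taken gene by gene, was -1.96. A higher level on the second untreated array could account for the lower folds, because the median level of these genes was 0.32 higher (log2) at 6 d than at 4 d, and 3 of the 4 stood higher. A second untreated culture part of the way along the response to Dox cannot be told apart from other differences: 1124 other probe sets at least 2-fold higher at 4 d than at 1 d were higher on the second untreated array by a median of 0.55, but 736 as much lower at 4 d had a median of -0.054, the two-cell genes of Fig. 1a -0.29 (9 of 12 lower) and the MYC-bound growth genes -0.050. A scale shift between the array sets cannot be told apart either, since RMA sets the median of all probe sets (-0.080 from the first to the second untreated array). A fall in these transcripts for a biological reason, such as the death of meiotic cells that the paper raises, was not tested.

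Between 1 d and 2 d of Dox, 18 of 20 germline genes stood lower. An exchange of the labels of both arrays is argued against, since over 2787 other probe sets changed at least 2-fold at 3 d and 4 d the median share of the change to 4 d covered was 0.14 larger at 2 d than at 1 d, and 2012 (72.2%) covered more at 2 d. Lower RNA quality of the 2 d array is argued against too, as its 3′ excess of beta-actin was 0.52 (0.41 to 1.46 on the other arrays in LIF+serum) and that of *Gapdh* -0.01 (-0.09 to 0.12). A dip in the response of the cells stays open and was not tested, since each time is 1 array.

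The smaller folds of the germline genes in 2i+LIF might come in part from a higher level before Dox, which stood 0.91 higher (median log2) in untreated 2i+LIF than on the second untreated array in LIF+serum. The shortfall of the fold was larger, with a median of 2.73 (log2) when taken gene by gene. The level after Dox was -1.69 relative to LIF+serum, so that the level before Dox could cover only a part of the shortfall. How much of the difference is an effect of the medium on the response cannot be told apart from the level before Dox, with 1 array per condition.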

How the results depend on the processing

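The settings without the 6 d and 8 d set, without the genes of the paper's lists, with the mean of the folds of a gene and with the gene mean for named genes were chosen after seeing the data. With each array left out in turn, 0 to 2739 probe sets rose with days of Dox and 0 to 2581 fell. The 0 comes from leaving out the second untreated array, which leaves its set with no untreated array. Linear and quadratic terms called 3958 higher and 3281 lower, the mean of a gene's probe sets 1038 and 1045, with fewer features tested, and the arrays without the 6 d and 8 d set 1602 and 991. The fit with both terms gives no single slope per probe set, so its split into higher and lower is not a test of direction. With no array set term, log2(day + 1), probe sets that reach 6 (log2), quantile normalization and eBayes with trend and robust, counts stayed within 1.5 times. Of 100 random orders of the days within array sets, the real one included, 2 called as many probe sets. The real order called 4029 and the highest other 4562, so a count this high was rare among random orders. The highest other order exchanges neighbouring days, and exchanging 6 d and 8 d alone called 4944. With 1 array per Dox time, the test cannot tell an effect of Dox from other differences between arrays that follow the days.

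For Dox 4 d against untreated, only probe sets that reach 6 and a further quantile normalization each gave 0 higher and 0 lower in limma (1294 and 2526 at an unadjusted p under 0.05), eBayes with trend and robust 91 and 1, and the gene mean 75 and 12. Camera called 11 lists higher and 2 lower, and 0 of either with an estimated correlation, while fry, which tests whether a list's genes move 1 way and not against other genes, gave the germline list an adjusted p of 0.0258. Without the 6 d and 8 d set camera no longer called the recombination list (adjusted p = 0.205) and that of the response to retinoic acid (0.554), and it called 5 others higher, PGC specification (0.0158), mitotic cohesin (0.00239), naive pluripotency (2.25e-05), the integrated stress response (1.17e-12) and lysosome and autophagy (0.00225). With no array set term the piRNA list lost its call (0.0546) and other PRC1 and PRC2 genes gained one (0.0338), and with the gene mean cholesterol synthesis was called lower (0.0094). With the genes of the paper's lists taken out of the 5 other lists that held any, camera called 11 lists higher and 2 lower too. The paper's own lists were kept whole in this setting, so calls of lists that lost no gene could hardly change.

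At 1, 2, 3, 4, 6 and 8 d, with either untreated array left out as reference, the counts of probe sets at least 8-fold higher ranged from 5 to 16, 5 to 16, 46 to 62, 103 to 109, 163 to 446 and 164 to 303, and those at least 8-fold lower from 0 to 5, 0 to 6, 1 to 6, 1 to 10, 19 to 68 and 36 to 70. Against the mean of both untreated arrays 1 was higher at 1 d and 0 at 2 d, and 2 were lower at 4 d and 22 at 8 d. At 4-fold 62, 140, 282, 564, 480 and 531 were higher (52 in 2i+LIF) and 0, 5, 25, 44, 178 and 252 lower (93 in 2i+LIF). The gene mean gave 3, 1, 23, 46, 79 and 76 higher, and 0 lower at 4 d, 6 at 6 d, 12 at 8 d and 7 in 2i+LIF. Quantile normalization gave 2 lower at 4 d, and 5 higher and 8 lower in 2i+LIF.

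The count of germline genes with the smaller fold in 2i+LIF stayed at 17 to 20 of 20 in every setting, and the median log2 difference at -2.51 to -2.92. No direction of a called value was reversed in any setting run. Of the other values, 1684 kept their call or stayed within the spread, 90 moved beyond it, 91 lost their call and 24 gained one, and 39 gene lists were tested in each setting of the list test. Apart from the settings whose construction tests fewer features or arrays, the cause was not tested. No paired analysis was possible because each Dox time is 1 array and the groups compared share fewer than 2 replicate numbers, but the trend was fitted with the array set as a block. How far weak signals stood above background cannot be judged from RMA values, which limits what is said of genes at low levels.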

Differences from the paper's values

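The settings with the gene mean and with the mean of the folds of a gene were chosen after seeing the values. All folds are against untreated cells in LIF+serum, and figure values were read by eye. A value is listed where it lies more than 1.5 times from the paper's.

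For *Eif1a*, Supplementary Fig. 1 shows about 15 at 3 d, about 25 at 4 d, about 30 at 6 d and about 27 at 8 d, where 1.33, 1.26, 0.987 and 0.768 were found here, and no alternative brings them within 1.5 times, neither the mean of both untreated arrays, set before the data were examined, nor those added later. A probe set that is paired with several genes, *Eif1a* among them, and was chosen after seeing the values gave 15.0, 25.2, 29.5 and 27.4.

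For *Tcstv3*, the same figure shows about 8.6 at 3 d and about 15 at 4 d, where 4.4 and 9.92 were found. The mean of both untreated arrays gives 10.4 at 4 d, still below the figure though within 1.5 times of it, and no setting comes that near at 3 d. For *Zfp352* it shows about 8.3 at 3 d and about 17 at 4 d, where 3.74 and 8.81 were found. The mean of both untreated arrays leaves them beyond 1.5 times (4.4 and 10.4), while the gene mean (5.82 and 14.3) and the mean of the folds (6.39 and 16.1), both chosen after seeing the values, come within it. A second probe set of *Zfp352* alone gave 9.04 and 23.3 and the probe set of *Tcstv1* 8.33 and 17.2, both set beside them after seeing the values.

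For *Smc1b* at 6 d, Supplementary Fig. 1 shows about 7.3, where 4.57 was found, and the mean of both untreated arrays comes within 1.5 times (7.87). For *Stag3* at 3 d it shows about 3.1, where 6.34 was found, and the mean of both untreated arrays does so too (4.16).

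For *Mxd1* the paper's values are 1.03 at 6 d and 1.01 at 8 d, where 1.56 and 1.6 were found, and for *Mxd4* the paper's value is 2.36 at 8 d, where 3.99 was found. The mean of both untreated arrays brings them within 1.5 times (1.37, 1.4 and 3.09), as do the gene mean (0.963, 0.931 and 2.21) and the mean of the folds (1.03, 1.01 and 2.36), which were both chosen after seeing the values.

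Of 192 values of Supplementary Fig. 1, 141 equal those found here at 2 significant digits, and of 84 of Supplementary Fig. 11, 39 do at 2 decimals, or 78 when any probe set of a gene or the mean of its folds, chosen after seeing the values, is allowed. The 6 values of *Nupr1* in Fig. 1b match.

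The paper states that *Hormad1* and *Stk31* peak at around 4 d and drop abruptly. Their folds fall in that way, but their log2 levels at 6 d (9.87 and 9.80) are not below those at 4 d (9.63 and 9.40), and those at 8 d (9.23 and 8.90) are. The paper states that *Mga* declines after 4 d, where its fold does and its level is 9.50 at 4 d, 10.17 at 6 d and 9.11 at 8 d. The paper's discussion counts *Sycp1* among genes that were not efficiently induced, where its transcript was 19.6-fold higher at 4 d and 21.0-fold at 8 d. The discussion does not say whether transcript or protein is meant. The paper detected SYCP1 protein in some cells by staining, which these arrays do not measure.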

Other observations

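The tests without the 6 d and 8 d set were chosen only after the result was seen. In LIF+serum, 5 of 21 p53 targets rose and none fell (6 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.106), among them the cell death gene *Pmaip1* (*Noxa*), 7.13-fold at 4 d (adjusted p = 0.0134 from limma), and the cell cycle inhibitor *Cdkn1a*, 2.69-fold at 8 d (adjusted p = 0.0148). Without the 1, 4, 6 or 8 d array 3, 2, 2 and 3 rose, 1 fell without 8 d, and without the second untreated array limma called 0 (4 at an unadjusted p under 0.05). In 2i+LIF their median was 0.654-fold (percentile 0 of random lists). Of 27 genes of the integrated stress response only *Atf3* passed in limma (3.26-fold at 8 d, adjusted p = 0.00932; 1 when adjusted over the list alone), yet the median was 1.95-fold at 4 d (percentile 100), 1.02-fold at 6 d and 0.765-fold at 8 d, and it was 1.77-fold higher on the second untreated array than on the first. *Nupr1* was 52.8-fold at 3 d and 25.4-fold higher on the second untreated array than on the first, and *Chac1* 10.0-fold at 4 d and 3.83-fold. Camera gave this list an adjusted p of 0.0815, and 1.17e-12 without the 6 d and 8 d set. Without the 8 d array 4 of the 27 rose, and without the second untreated array 0 did in limma (13 higher at an unadjusted p under 0.05).

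Of 22 DNA replication genes *Ccne2* rose (6.07-fold at 8 d, adjusted p = 0.00733 from limma) and 4 fell, *Cdc6*, *Cdt1*, *Rrm1* and *Ccne1* (1 and 4 when adjusted over the list alone; camera adjusted p = 0.522). Of 21 mitosis genes *Bub1* rose and *Aurkb* fell (1 and 1 when adjusted over the list alone; camera adjusted p = 0.947). The paper reports aurora kinases as proteins. Their transcripts gave 1.18-fold for *Aurka* at 8 d (adjusted p = 0.793 from limma), 0.525-fold for *Aurkb* (slope -0.16, adjusted p = 0.0369) and 1.25-fold for *Aurkc* (adjusted p = 0.238), with 0 that rose and 1 that fell when adjusted over these genes as a list alone and a camera adjusted p of 0.994. Against the first untreated array the median of these 3 transcripts at 8 d was 0.533-fold, with 2 of them lower. Against the second it was 1.18-fold, with 1 of them lower. *Aurkb* kept its call only without 6 d or without 8 d, and was at 0.58-fold at 4 d. Without 3 d, 4 d or the second untreated array limma called 0 mitosis genes (2 higher and 2 lower, 2 and 1, and 7 and 0 at an unadjusted p under 0.05). Without 8 d 2 mitosis genes rose and 2 fell, without 1 d or 2 d 1 rose and 0 fell, and without 6 d 0 rose and 1 fell. Of the replication genes 2 fell without 1 d or 6 d, 1 without 3 d and 0 without 4 d, 2 rose without 8 d, and none was called without the second untreated array (1 higher and 3 lower at an unadjusted p under 0.05).

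Pluripotency genes moved in both directions. Of 21 naive pluripotency genes *Nanog*, *Klf4*, *Klf5* and *Tbx3* rose and *Utf1* and *Gdf3* fell (9 rose and 3 fell when adjusted over the list alone; camera adjusted p = 0.0659). *Klf4* was 3.21-fold at 6 d (adjusted p = 0.0069 from limma), and *Pou5f1* did not pass (adjusted p = 0.906). *Nanog* lost its call whichever array was left out. The counts were 2 and 4 without the first untreated array, 2 and 1 without 1 or 3 d, 2 and 2 without 2 d, 1 and 0 without 4 d, 1 and 1 without 6 d, 8 and 2 without 8 d, and 0 in limma without the second untreated array (7 higher and 1 lower at an unadjusted p under 0.05). Of 12 primed epiblast genes *Dnmt3b* (0.309-fold at 8 d, adjusted p = 0.00556) and *Cldn6* fell (1 rose and 3 fell when adjusted over the list alone; camera adjusted p = 0.106), and 3 of 10 genes of DNA methylation and its removal fell, *Dnmt3b*, *Dnmt3l* and *Uhrf1* (4 when adjusted over the list alone; camera adjusted p = 0.185). *Uhrf1* stood at 0.467-fold at 8 d (adjusted p = 0.00981 from limma). Without 4 d or 6 d 1 of the primed genes fell, as *Cldn6* lost its call, and *Dnmt3l* kept its own only without 2 d or 8 d; 1 methylation gene rose without 8 d. Without the second untreated array limma called 0 of either list (3 and 2 lower at an unadjusted p under 0.05). *Dnmt3l* had a fold of 4.82 in 2i+LIF.

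Markers of other cell types were mostly not called. Of 17 feeder fibroblast genes *Acta2*, *Loxl1* and *Thbs1* rose (3 when adjusted over the list alone; camera adjusted p = 0.0571), with *Acta2* at 16.8-fold and *Loxl1* at 3.05-fold at 8 d (adjusted p = 0.0471 and 0.0138 from limma) and *Tagln* at 9.72-fold (adjusted p = 0.207). Without the 8 d array 1 rose and 1 fell, 2 rose without the first untreated array, 1 did without the 1, 2, 3 or 4 d array, and 0 did in limma without the second untreated array (2 at an unadjusted p under 0.05). The median was 1.48-fold at 8 d for this list and for primitive endoderm (percentiles 100 and 99.99), and against the first untreated array 1.31-fold and 0.967-fold (percentiles 99.7 and 82.4). One gene rose in each of primitive endoderm (*Pdgfra*, 6.05-fold at 8 d, adjusted p = 0.00263; camera adjusted p = 0.332), trophectoderm (*Krt7*, 9.25-fold at 6 d, adjusted p = 0.0133; camera 0.342) and gastrulation mesendoderm (*Cdx1*, 3.96-fold at 8 d, adjusted p = 0.00402; camera 0.758), and the counts adjusted over each list alone were 1, 1 and 1. None of 13 neuroectoderm genes passed in limma (0 when adjusted over the list alone, 0 higher and 1 lower at an unadjusted p under 0.05; camera 0.994). Without the second untreated array none of these genes was called (1 higher and 1 lower, 1 and 0, 1 and 0, and 0 and 0 at an unadjusted p under 0.05), and without the first 2 genes each of primitive endoderm and trophectoderm rose and 1 gene each of primitive endoderm and neuroectoderm fell. Without 8 d 1 gene each of primitive endoderm, trophectoderm and gastrulation mesendoderm fell. Without 6 d 2 genes of primitive endoderm rose.

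Further lists, all by limma and with camera adjusted p in brackets, gave 1 gene that rose (*Phc3*) and 1 that fell (*Cbx7*) of 18 other PRC1 and PRC2 genes (0.066), 1 that fell (*Rps27*) of 20 ribosomal protein genes (0.758), 1 that fell (*Phlda2*) of 18 imprinted genes (0.464), 1 that rose (*Fos*, 6.00-fold at 8 d) and 1 that fell (*Ccnd1*, 0.23-fold) of 14 ERK targets (0.644), *Axin2* and *Cdx1* that rose and *Sp5* and *Ccnd1* that fell of 10 WNT targets (0.883), 1 that fell (*Fdps*) of 17 cholesterol synthesis genes (0.0571) and 3 that fell (*Gabarapl1*, *Tfeb* and *Tfe3*) of 22 lysosome and autophagy genes (0.994). Adjusted over each list alone, 2 rose and 1 fell, 0 and 1, 0 and 1, 1 and 1, 3 and 2, 0 and 2, and 2 and 4. Without the second untreated array limma called 0 in each of these lists (3 higher and 0 lower, 0 and 1, 1 and 1, 1 and 2, 1 and 2, 0 and 2, and 7 and 1 at an unadjusted p under 0.05). Without the first untreated array 3 PRC genes rose, 1 imprinted gene rose and 2 fell, and 5 lysosome genes fell, and without 8 d 2 PRC genes rose, 1 imprinted gene rose and 2 fell, and 3 cholesterol genes fell. Without 6 d 1 imprinted gene rose, and without 2 d 1 lysosome gene did. Of the WNT targets 1 rose and 1 fell without 3, 4 or 6 d, 1 rose without 1 d and 1 fell without the first untreated array or 8 d. *Phc3* was called only without the first untreated, 2 d or 8 d array, *Cbx7* lost its call without 4 d or 8 d, *Axin2* kept its own only without the first untreated or 2 d array, *Sp5* without 1 d or 2 d, and *Tfeb* lost its call without 4, 6 or 8 d. The mitotic cohesin genes had a camera adjusted p of 0.00239 without the 6 d and 8 d set.

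In 2i+LIF, with 1 array per condition and no test, all 17 cholesterol synthesis genes stood above their untreated value (median 1.34-fold, percentile 99.99). The WNT targets had a median of 1.89-fold (percentile 100), with *Notum* at 4.20-fold, *Lef1* at 3.13-fold and *Axin2* at 2.84-fold. *Ddit3*, a stress-response gene, stood at 0.116-fold, and the integrated stress response had a median of 0.711-fold (percentile 0). The MYC-bound growth genes had a median of 0.836-fold (percentile 0.03), against 0.562-fold at 8 d in LIF+serum. The meiotic cohesin genes had a median of 2.19-fold (percentile 99.9), the mitotic ones 0.666-fold (percentile 0.81), the recombination genes 1.15-fold (percentile 81.0) and the *Myc* superfamily 1.69-fold (percentile 100).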
